# SMYD3 drives cell cycle and epithelial-mesenchymal transition pathways through dual gene transcriptional repression and activation in HPV-negative head and neck cancer

**DOI:** 10.1038/s41598-024-83396-2

**Published:** 2025-01-06

**Authors:** Madhavi Murali, Abbas Saeed, Sohyoung Kim, Kyunghee Burkitt, Hui Cheng, Arfa Moshiri, Jawad Akhtar, Daniel Tsai, Marie Luff, Baktiar Karim, Vassiliki Saloura

**Keywords:** Head and neck cancer, Cancer epigenetics

## Abstract

Human papillomavirus (HPV)-negative head and neck squamous cell carcinoma (HNSCC) is the sixth most common cancer type in the world and is associated with an overall poor prognosis. The protein methyltransferase SET and MYND domain-containing 3 (SMYD3), which trimethylates H3K4, activates gene transcription and enhances several oncogenic pathways, including epithelial-mesenchymal transition and cell cycle related pathways, in various cancer types. It was also recently shown that SMYD3 is overexpressed in HPV-negative HNSCC, and represses the expression of type I IFN response genes, contributing to resistance to anti-PD-1 checkpoint blockade in this disease. In this study, we show that SMYD3 depletion using siRNA interference or CRISPR decreases cellular proliferation and clonal capacity, induces cell cycle arrest and decreases the invasive potential of HPV-negative HNSCC cell lines. Accordingly, xenografts of SMYD3 knockout tumors derived from a human HPV-negative HNSCC cell line grew significantly slower compared to control tumors in mice. Genome-wide mapping for SMYD3 and H3K4me3 in HPV-negative HNSCC cells using cleavage under targets and release using nuclease (CUT&RUN) assays identified direct downstream gene targets regulated by SMYD3, including cell cycle- and EMT-promoting genes. This study provides insights into the epigenetic role of SMYD3 as an oncogene in HPV-negative HNSCC and supports SMYD3 as a rational therapeutic target in HPV-negative HNSCC.

## Introduction

Head and neck squamous cell carcinoma (HNSCC) is the sixth most prevalent non-skin cancer in the world, causing 890,000 new cases and 450,000 deaths in 2018^1^. HNSCC is categorized into two main pathogenetic types: Human-papilloma-virus (HPV)-positive and HPV-negative, which has strong associations with tobacco use. HPV-negative HNSCC is associated with a worse prognosis than its HPV-positive counterpart, and treatment is often multimodal and toxic, with the use of surgical intervention, platinum-based chemotherapy and radiation therapy. Despite this intense multimodality therapy, approximately 50% of patients with HPV-negative HNSCC recur either locoregionally or with distant metastases. Even with the recent advent of immunotherapy, patients with recurrent/metastatic disease have a dismal prognosis, with a median overall survival of approximately 13 months^2^. Based on the above, novel therapeutic approaches are urgently needed.

SET and MYND Domain-containing 3 (SMYD3) is a protein lysine methyltransferase that binds to and activates the transcription of various oncogenes, including epithelial-mesenchymal transition (EMT) and cell cycle-related genes^3–6^. Specifically, Sarris et al.^3^ reported that Smyd3 is necessary for the development of chemically induced liver and colon carcinomas in mice, and that it binds to and activates the transcription of oncogenes through H3K4me3, including EMT genes *Snail1*, *Twist*, *Zeb1*, *Fn1* and *Vimentin*, and cell cycle genes *CcnD1* and *CcnE1*. Aside from its role as an epigenetic regulator, and according to multiple reports showing that protein lysine methyltransferases may have both histone as well as non-histone substrates^7^, a number of cytoplasmic substrates of SMYD3 have been reported. SMYD3 monomethylates MAP3K2 at lysine 260, modulating the PP2A/MAP3K2 interaction and activating the downstream MAPK pathway in K-ras mutant lung and pancreatic adenocarcinoma cell lines^8^. SMYD3 also methylates AKT1 at lysine 14, enhancing the AKT pathway in breast and colorectal cancer cell lines^9^, as well as HER2, enhancing its homodimerization^10^. Furthermore, higher expression of SMYD3 has been associated with poor prognosis in patients with hepatocellular, colorectal and ovarian carcinoma^11^.

Within the context of HPV-negative HNSCC, our group showed that SMYD3 functions as a master epigenetic regulator of immune-related genes and is significantly overexpressed in HPV-negative HNSCC compared to normal and dysplastic buccal epithelium^12^. Specifically, we demonstrated that SMYD3 depletion induced upregulation of type I IFN response and antigen presentation machinery genes in HPV-negative HNSCC cells. SMYD3 repressed immune-related genes via two mechanisms: Through the transcription of *Ubiquitin-like PHD and Ring Finger Domain-containing Protein 1* (*UHRF1*), which encodes for a reader of H3K9me3, a repressive mark found enriched in the promoters of immune-related genes, and by promoting the intragenic deposition of H4K20me3. Importantly, Smyd3 depletion through antisense oligonucleotides increased CD8 + T-cell influx and sensitized an HPV-negative mouse flank tumor model to anti-PD-1 therapy. Accordingly, baseline *SMYD3* mRNA levels predicted pathologic response to neoadjuvant pembrolizumab in HPV-negative HNSCC patients. These data support that SMYD3 functions as a master immunomodulator inducing resistance to immunotherapy in HPV-negative HNSCC.

In this study, we show that SMYD3 also exerts non-immune mediated, direct oncogenic effects in HPV-negative HNSCC cancer cells and tumors. In vitro, SMYD3 depletion decreases cellular proliferation and clonal capacity, induces cell cycle arrest and decreases the invasive potential of HPV-negative HNSCC cells. This is further supported by xenograft mouse models of human HPV-negative HNSCC cell lines, in which SMYD3 knockout (KO) tumors grow at a significantly slower rate compared to control tumors. This is mediated, at least partially, through gene expression changes of specific gene sets occupied by SMYD3. These data further support SMYD3 as a rational therapeutic target in HPV-negative HNSCC.

## Results

### SMYD3 depletion decreases cell proliferation and colony formation capacity of HPV-negative HNSCC cells in vitro and decreases tumor growth in vivo

To assess whether SMYD3 affects cell proliferation in HPV-negative HNSCC cell lines, we conducted CCK8 assays in 4 HPV-negative HNSCC cell lines (HN-6, PE/CA-PJ15, HN13 and YD-10B) after siRNA-mediated knockdown of SMYD3 (Supplementary Fig. 1A). Cells were transfected with negative control and two SMYD3-targeting siRNAs, and CCK8 assays were conducted on days 5–7 of knockdown. siRNA-mediated knockdown of SMYD3 induced a significant decrease in the relative number of viable cells compared to cells transfected with control siRNAs (Fig. 1A).

**Fig. 1:**
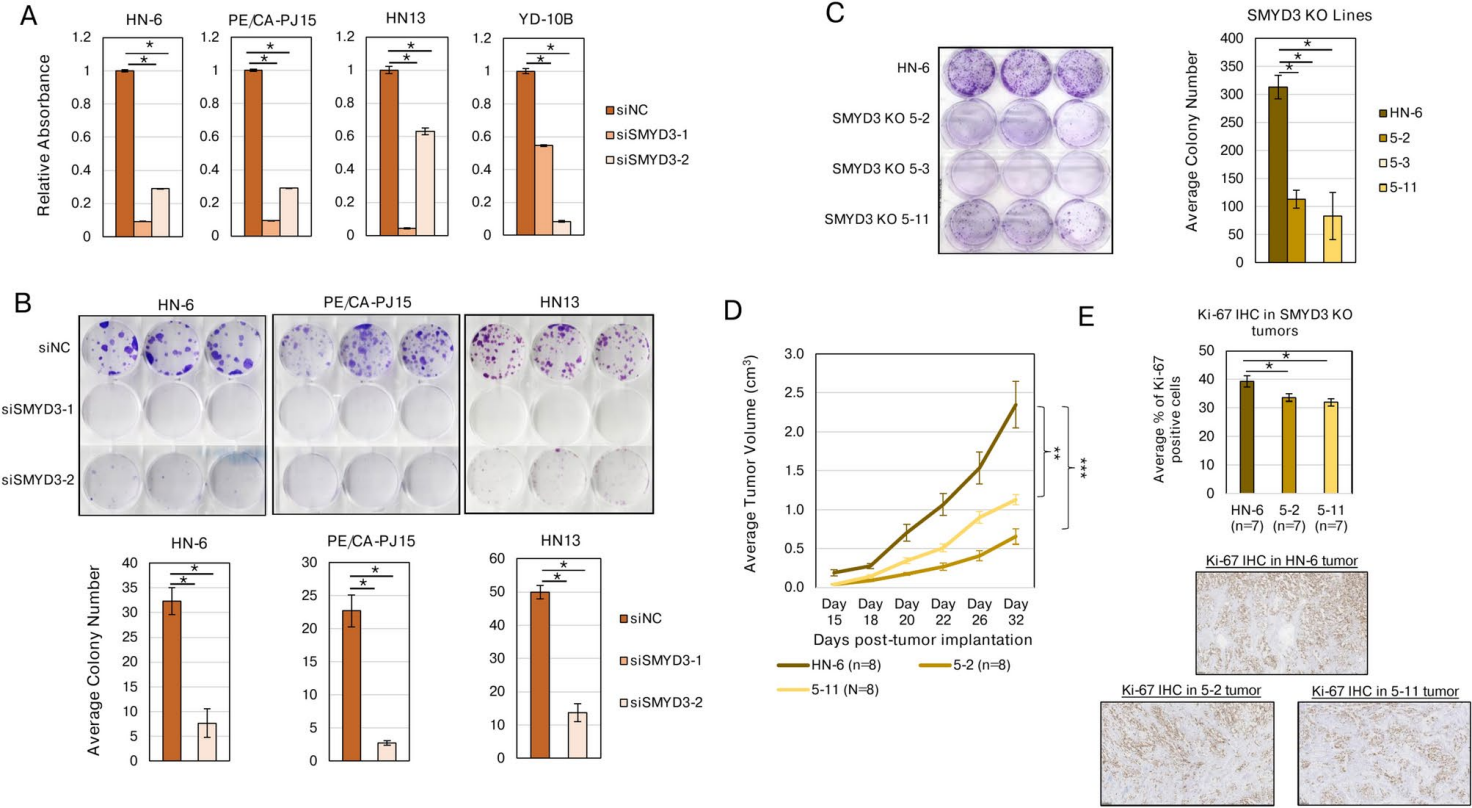
SMYD3 depletion decreases cell proliferation, colony forming capacity and tumor growth in HPV-negative HNSCC cell lines. **(A)** CCK-8 proliferation assays in HN-6, PE/CA-PJ15, HN13 and YD10B. Cells were plated at 5,000 cells/well and were transfected with negative control siRNA or SMYD3 targeting siRNAs (siSMYD3-1, siSMYD3-2). On days 5–7 of incubation following siRNA treatment, CCK-8 was added to the wells on day 5 (YD-10B), day 6 (HN-6, HN13) or day 7 (PE/CA-PJ15) of siRNA transfection and absorbance was measured. Error bars represent six technical replicates per condition. Student t-test, *p-value < 0.05. Standard error bars are shown. This experiment was replicated twice with similar results. **(B)** CFAs in HN-6, PE/CA-PJ15 and HN13 transfected with negative control siRNA or SMYD3 targeting siRNAs (siSMYD3-1, siSMYD3-2). Cells were plated at 500 cells per well in a 6-well plate. Colonies were fixed on days 9–11 following transfection. Colonies were quantified by manual count. Student t-test, *p-value < 0.05. Standard error bars are shown, representing three technical replicates. This experiment was replicated twice with similar results. **(C)** CFAs in HN-6 and SMYD3 CRISPR KO cell lines 5–2, 5–3, and 5–11. Cells were plated at 500 cells per well in a 6-well plate. Cells were fixed and colonies were quantified by manual count. Student t-test, *p-value < 0.05. Standard error bars represent three technical replicates. This experiment was replicated twice with similar results. **(D)** Average tumor volume curves of flank tumors derived from HN-6, 5–2 and 5–11 cell lines implanted in NSG mice. 8 mice were assigned per condition. Student t-test, ** p-value < 0.01, *** p-value < 0.001. Standard error bars are shown. Similar results were obtained in an independent mouse experiment comparing HN-6 and 5–11 tumors. **(E)** Top panel: Bar plot showing the average percentage of Ki-67 positive cells in a tumor section from a representative HN-6, 5–2 and 5–11 tumor sample. IHC for Ki-67 was conducted on FFPE tumor sections. Ki-67 positivity was assessed by QuPath. Bottom panel: Representative images of Ki-67 IHC stain in an HN-6, 5–2 and 5–11 tumor. 200 μm magnification. Student t-test, * p-value < 0.05. Standard error bars are shown.

We next looked into the role of SMYD3 in the colony formation capacity across 3 HPV-negative HNSCC cell lines (HN-6, PE/CA-PJ15, HN13). siRNA-mediated knockdown of SMYD3 induced a significant decrease in the colony formation capacity of all 3 cell lines (Fig. 1B). This phenotype was reproduced in three SMYD3 CRISPR knockout (KO) cell lines (termed 5–2, 5–3, 5–11, Supplementary Fig. 1B), with all SMYD3 KO cell lines showing significant impairment in their colony formation capacity compared to the parental HN-6 cell line (Fig. 1C).

To evaluate whether SMYD3 KO impairs the growth rate of HPV-negative HNSCC cells in vivo in an immunodeficient environment, parental HN-6 cells and two SMYD3 KO cell lines (5–2, 5–11) were implanted in the flank of NSG mice, and tumor growth was assessed. The SMYD3 KO derived tumors exhibited significantly slower growth and had lower Ki-67 protein levels compared to the parental control tumors (Fig. 1D, 1E).

These results support that SMYD3 depletion significantly impairs the proliferative and colony forming capacity of HPV-negative HNSCC cell lines both in vitro and in vivo.

### SMYD3 depletion induces G1 to S phase cell cycle arrest and decreases the migratory and invasive potential of HPV-negative HNSCC cells

Given that SMYD3 depletion induced a significant proliferative deficit in SMYD3 knockdown and knockout conditions in vitro, we investigated whether SMYD3 affects the cell cycle progression in HPV-negative HNSCC cell lines. Unsynchronized cell cycle flow cytometry was conducted in 2 HPV-negative HNSCC cell lines (HN-6, YD-10B) after transfection with negative control or SMYD3 targeting siRNAs for 3 days. SMYD3 knockdown induced G1 to S phase arrest, with a significant reduction in the S phase and a concordant significant increase in the G1 phase (Fig. 2A). This phenotype was further validated in the CRISPR SMYD3 KO cell lines (Fig. 2B, Supplementary Fig. 2).

**Fig. 2:**
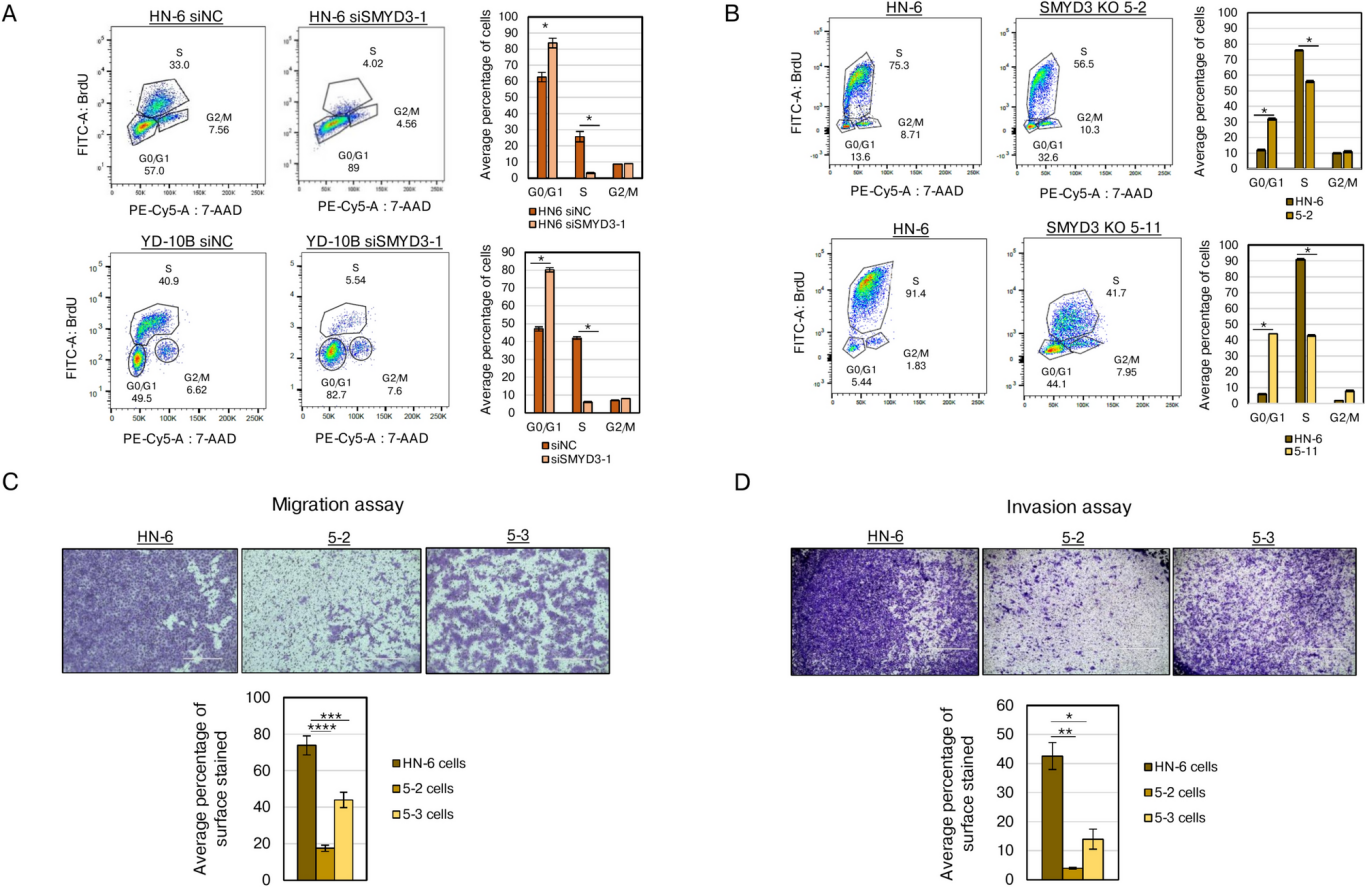
SMYD3 depletion reduces G1/S phase cell cycling and attenuates epithelial to mesenchymal transition in HPV-negative HNSCC cell lines. **(A, B)** BrdU cell cycle analysis of HN-6 and YD-10B cells after 3 days of treatment with control (siNC) or SMYD3-targeting siRNAs **(A)** and of SMYD3 CRISPR KO cell lines 5–2 and 5–11 relative to HN-6 control cells **(B)**. BrdU exposure was performed for 2 h utilizing the BD Pharmigen kit. The left and middle panels show a representative experiment of cell cycle flow cytometry analysis of control (left) and SMYD3 siRNA (middle) treated HN-6 and YD-10B cells. The right panel graphs represent the average of three independent biological replicates for each condition. Student’s t-test, * p-value < 0.05. **(C)** Transwell migration assays with 100,000 cells of HN-6, 5–2, 5–3 SMYD3 KO cell lines in 100uL of DMEM after 22 h of incubation. The graph demonstrates percentage of surface area stained and average of three biological replicates is shown. Student t-test, ***p < 0.001, ****p < 0.0001. **(D)** Transwell invasion assays in HN-6, 5–2 and 5–3 SMYD3 KO cell lines. The graph demonstrates percentage of surface area stained and average of three biological replicates is shown. Student t-test, *p < 0.05, **p < 0.01.

Based on previously published work supporting that SMYD3 promotes the epithelial-mesenchymal transition (EMT) phenotype in breast, ovarian and colon carcinoma cells^11^, we sought to determine whether SMYD3 depletion decreases the invasive potential of HPV-negative HNSCC cells. Transwell migration and invasion assays were conducted using the SMYD3 CRISPR KO cell lines 5–2 and 5–3, and the parental HN-6 cell line. SMYD3 KO induced a significant reduction in the migratory and invasive potential of HN-6 cells (Fig. 2C, D) suggesting that SMYD3 promotes the EMT phenotype in HPV-negative HNSCC cells.

The above data support that SMYD3 depletion arrests cell cycle progression and attenuates the invasive potential of HPV-negative HNSCC cells.

### SMYD3 is expressed in both the nuclear and cytoplasmic compartment of HPV-negative HNSCC cell lines

We previously conducted immunohistochemical analysis of SMYD3 and showed that SMYD3 protein expression levels were significantly higher in HPV-negative HNSCC human tumor samples compared to normal squamous epithelium, and expression increased significantly when comparing normal tissue to dysplastic and squamous cell carcinoma tissues^12^. Furthermore, while the pattern of protein expression in cancer cells of HPV-negative HNSCC tumors was predominantly cytoplasmic, nuclear speckles were also observed, supporting the presence of SMYD3 in the nucleus of HPV-negative HNSCC cancer cells^12^.

To further validate the presence of SMYD3 in the nucleus of HPV-negative HNSCC cancer cells, nuclear/cytoplasmic protein extraction in 6 HPV-negative HNSCC cell lines followed by Western blotting for SMYD3 was conducted to compare the protein expression levels of SMYD3 in the nuclear and cytoplasmic compartments across these cell lines. According to our previously reported immunohistochemistry data in human HPV-negative HNSCC tumors^12^, while SMYD3 was predominantly expressed in the cytoplasmic compartment, it was also expressed in the nuclear compartment of HPV-negative HNSCC cell lines (Supplementary Fig. 3). These data support that SMYD3 may exert its oncogenic effects both through nuclear as well as cytoplasmic functions in HPV-negative HNSCC cells. Many cytoplasmic substrates of human SMYD3 have been identified, including HER2, AKT1 and MAP3K2, in various cancer types^8–10^, however, its nuclear function, specifically its genome-wide binding pattern and direct gene targets in human cancer cells remains largely unexplored. Considering this, as well as our recently published work^12^ showing that SMYD3 directly binds to and transcriptionally regulates specific immune-related genes in HPV-negative HNSCC cancer cells, we decided to further focus and dissect the epigenetic function of SMYD3 in HPV-negative HNSCC cancer cells.

### SMYD3 functions both as a transcriptional activator and repressor of specific gene sets in HPV-negative HNSCC cells

SMYD3 has been shown to write and read H3K4me3 in hepatocellular and colon cancer cell lines^3^. To assess whether SMYD3 affects the global levels of H3K4me3 in HPV-negative HNSCC cells, Western blotting for H3K4me3 was conducted in HN-6 cells after 6 days of treatment with SMYD3 targeting siRNAs (Supplementary Fig. 4A). Global levels of H3K4me3 were decreased from ~ 30–100%, supporting that SMYD3 is a major regulator of global H3K4me3 levels in a transient SMYD3 depletion state. To identify direct gene targets transcriptionally regulated by SMYD3 that could provide mechanistic insights into the observed phenotypes of decreased proliferative, colony formation capacity and decreased invasive potential of HPV-negative HNSCC cells after SMYD3 depletion, genome-wide mapping of SMYD3 and its histone enzymatic end-product H3K4me3^3^ was pursued in parental HN-6 and SMYD3 KO cells (5–3 cell line) using CUT&RUN assays. For SMYD3, 16,817 peaks were called in HN-6 cells, with 75% of these occupying intragenic regions and 25% occupying intergenic regions. Of the intragenic peaks, 45% were present in introns, 15% in promoters, 8% in UTR regions and 7% in exons (Supplementary Fig. 5). After SMYD3 KO (5–3 cells), 15,284 peaks were lost or decreased (91%, FDR < 0.1). Of these peaks, 11,452 were intragenic. For H3K4me3, 24,456 peaks were called in HN-6 cells (Supplementary Fig. 5). SMYD3 KO induced significant decrease or loss of 18,385 of these peaks (~ 75%, FDR < 0.1), supporting that SMYD3 is a major regulator of H3K4me3 deposition on chromatin in HN-6 cells. Furthermore, 85% of these peaks were intragenic (15,622), supporting that SMYD3 predominantly affects intragenic H3K4me3 peaks (Supplementary Fig. 5). Interestingly, although the majority of H3K4me3 peaks were significantly decreased or lost after SMYD3 KO, global levels of H3K4me3 remained stable (Supplementary Fig. 4B), suggesting compensatory effects of other methyltransferases on chromatin-unbound H3K4 in the permanent SMYD3 KO state. 6,825 genes were annotated to the 11,452 decreased or lost intragenic SMYD3 peaks and 11,720 genes were annotated to the 15,622 decreased or lost intragenic H3K4me3 peaks (Fig. 3A). Of these genes, 4,960 were co-occupied by SMYD3 and H3K4me3, suggesting a role for SMYD3 and H3K4me3 in the regulation of the transcription of these genes (Supplementary Table 1).

**Fig. 3:**
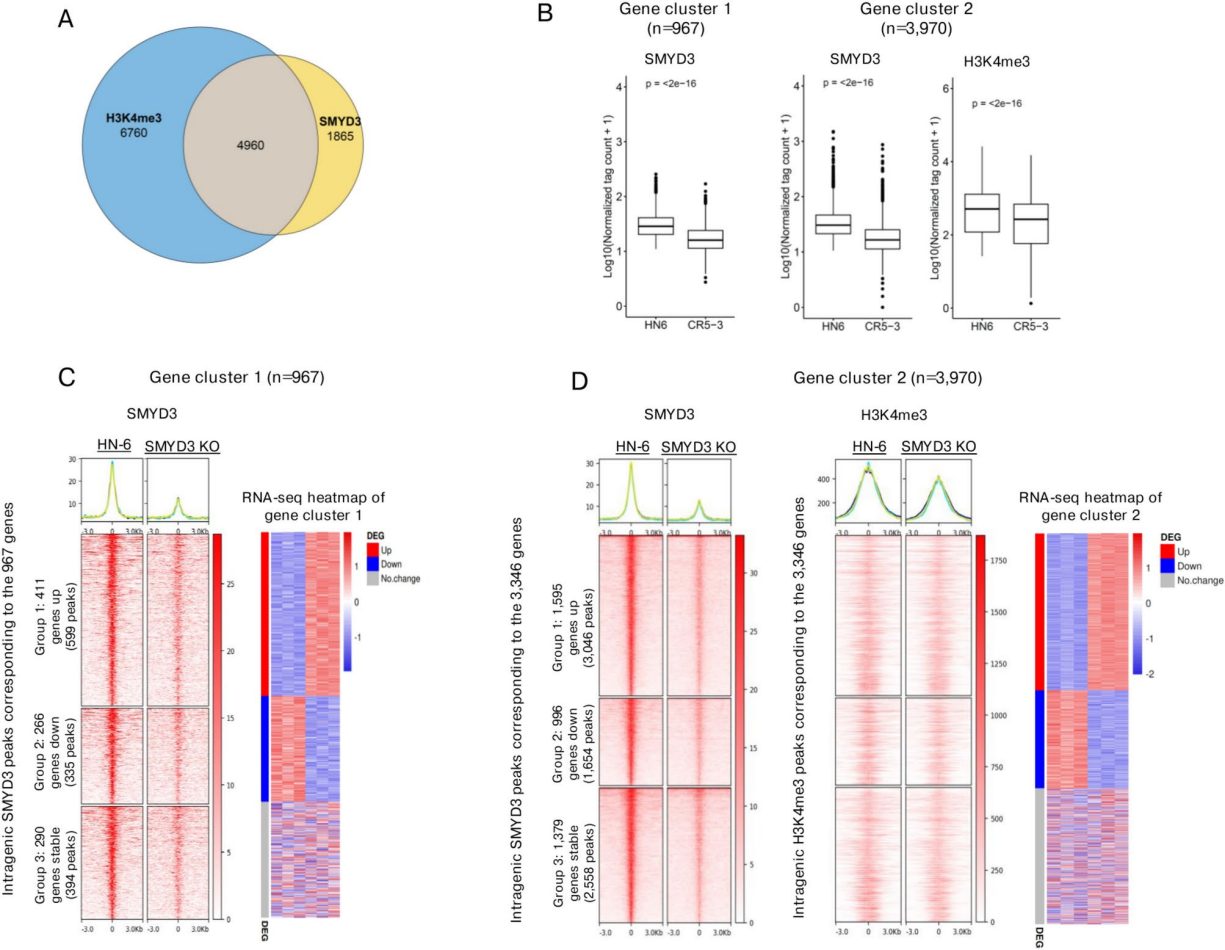
SMYD3 functions both as a transcriptional activator and repressor of specific gene sets in HPV-negative HNSCC cells.** (A)** Venn diagram showing co-ccupancy analysis of genes corresponding to decreased or lost SMYD3 and H3K4me3 intragenic peaks. **(B)** Normalized tag counts (CUT&RUN signal intensity) for SMYD3 (gene cluster 1: n = 1,572 peaks, gene cluster 2: n = 7,258) and H3K4me3 (gene cluster 2: n = 6,418 peaks) at intragenic sites with differentially decreased or lost peaks in HN-6 versus SMYD3 CRISPR KO 5–3 cells. **(C)** Genomic coordinate heatmap of 1,328 lost or decreased SMYD3 peaks corresponding to 967 genes (gene cluster 1), and concordant RNA-seq heatmap. Centered at the peak center, FDR cut off : 0.1, log2FC cut off: 0. **(D)** Genomic coordinate heatmap of 7,258 lost or decreased SMYD3 peaks and 6,418 lost or decreased H3K4me3 peaks corresponding to 3,940 genes (gene cluster 2), and concordant RNA-seq heatmap. Centered at the peak center, FDR cut off : 0.1, log2FC cut off: 0.

To understand the effect of SMYD3 and H3K4me3 on the transcription of genes, we further focused our analysis on genes with decreased or lost SMYD3 with or without a decrease or loss of H3K4me3 peaks, and available RNA-seq data. Genes occupied by SMYD3 but not H3K4me3 were collectively termed gene cluster 1 (n = 967), and genes co-occupied by SMYD3 and H3K4me3 were collectively termed gene cluster 2 (n = 3,970). As expected, SMYD3 depletion induced a significant decrease in the average normalized tag counts corresponding to SMYD3-binding sites in gene clusters 1 and 2. In gene cluster 2, SMYD3 depletion also induced a decrease in H3K4me3-binding sites, suggesting that SMYD3 promotes the deposition of H3K4me3 on the genes of this cluster (Fig. 3B). To assess the effect of SMYD3 depletion on the transcription of genes in gene clusters 1 and 2, RNA-seq was conducted in SMYD3 KO (5–3) and HN-6 control cells. 

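HN-6 is an HPV-negative HNSCC cell line, and 5-3 is a CRISPR knockout cell line derived from it. The RNA-seq compared 3 libraries of HN-6 with 3 libraries of 5-3, which the paper describes as biological replicates. The paper reports the TruSeq Stranded mRNA library preparation, paired-end sequencing with 68 M to 130 M pass filter reads per library, trimming with Cutadapt, alignment to hg38 with STAR and counting on genes with featureCounts. The authors deposited the resulting counts per gene for 57316 genes, without normalization, and the values given here use these counts. The reads counted on genes were 30922638, 26531823 and 43477243 in HN-6 replicates 1, 2 and 3, with a median of 30922638. In 5-3 they were 31982097, 30258086 and 35934361, with a median of 31982097. Replicates of one line differed by more than the sampling noise, so no library was present in duplicate. The counts were compared with edgeR's quasi-likelihood test after TMM normalization, on the 17694 genes kept by edgeR's default filter on low counts. A gene was called upregulated or downregulated at an adjusted p-value under 0.1 and a fold change over 1.3, the cut-offs the paper states. The paper applied these cut-offs to DESeq2 results with fold changes shrunk by ashr, which was run here as an alternative. Whether the counting used the strand is not stated in the paper's text, so overlaps of exons with genes on the opposite strand are given for the genes named. TMM factors were between 1.05 and 1.07 in HN-6 and between 0.940 and 0.948 in 5-3, which raises the values of 5-3 relative to scaling by library totals.
SMYD3, the gene knocked out, lies on chromosome 1 of hg38 from 245749342 to 246507312 on the minus strand. It had 412, 423 and 623 counts in the HN-6 replicates and 120, 103 and 95 counts in the 5-3 replicates. As TMM-normalized CPM, this was 13.7 ± 1.42 (SD, n = 3) in HN-6 and 3.47 ± 0.615 (SD, n = 3) in 5-3. SMYD3 mRNA had a log2 fold change of -1.99 (standard error 0.130, adjusted p = 3.68e-11 from edgeR's quasi-likelihood test), and leaving out each library in turn gave values between -2.09 and -1.84. The first principal component held 91.1% of the variance of log2 CPM.

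**Figure D1:**
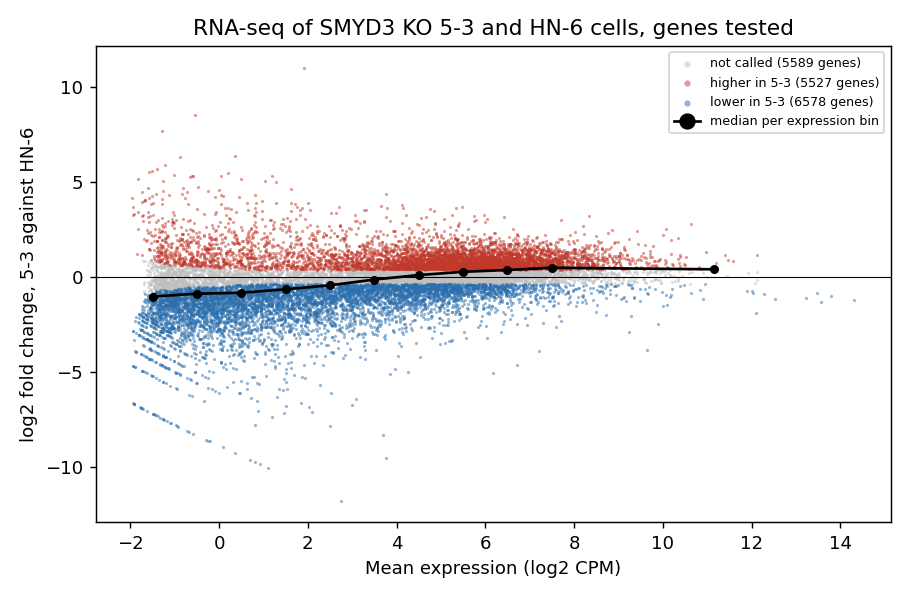
Log2 fold change of 5-3 against HN-6 (vertical axis) for each of the 17694 genes tested, against its mean expression in log2 CPM (horizontal axis). Red and blue points are genes called higher and lower in 5-3, grey points are genes not called, and the black line joins the medians of expression bins, from -1.03 in the lowest bin to 0.40 in the highest.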

Of the genes with decreased or lost SMYD3 peaks of gene cluster 1, 43% (411/967) were upregulated (group 1), 28% (266/967) were downregulated (group 2), and 30% (290/967) were unchanged (group 3) (Fig. 3C, Supplementary Table 2). This pattern of expression was maintained in gene cluster 2, where 40% (1,595/3,970) of genes were upregulated (group 1), 25% (996/3,970) were downregulated (group 2), and 35% (1,379/3,970) were unchanged (group 3) (Fig. 3D, Supplementary Table 2).

These data demonstrate that while SMYD3 functions as a transcriptional activator for certain gene sets (group 2, gene clusters 1 and 2), which is concordant with previously reported work^3,4^, it also functions as a repressor for other gene sets (group 1, gene clusters 1 and 2) in HPV-negative HNSCC cells. 

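Over all 17694 genes tested, 5527 (31.2%) were upregulated in 5-3, 6578 (37.2%) were downregulated and 5589 (31.6%) were not called. For 14229 genes (80.4%) the CPM of the 3 libraries of one line did not overlap those of the other, where chance gives 10%, and 11817 of these were among the 12105 genes called. Of the genes called, 45.7% were upregulated. This share depended on the scaling. With upper quartile factors, 3809 genes were upregulated and 8214 downregulated (31.7% upregulated), and the median log2 fold change of all genes moved from -0.061 to -0.32. Scaling by library totals alone gave 4373 upregulated and 7650 downregulated genes (36.4%), with a median of -0.23. The threshold that moved the counts most, a log2 fold change over 1, left 2118 upregulated and 3909 downregulated genes. Genes were not separated here into gene clusters 1 and 2, so these counts are for the transcriptome and not for genes that lost SMYD3 peaks. The paper places the upregulated and downregulated genes beside the loss or decrease, in 5-3, of SMYD3 peaks called in HN-6 cells. From the presence of both directions in each cluster it concludes that SMYD3 is an activator for some gene sets and a repressor for others.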

Interestingly, in the most prevalent group 1 of gene cluster 2, although H3K4me3 occupancy was decreased, transcriptional activity was increased, suggesting that other histone marks may have a more predominant role in regulating the expression of this gene group.

### SMYD3 binds to and regulates the transcription of specific cell cycle- and EMT-related genes in HPV-negative HNSCC cells

Given that SMYD3 depletion induced cell cycle arrest and attenuated the EMT phenotype of HPV-negative HNSCC cells, we sought to evaluate whether SMYD3 binds and transcriptionally regulates the expression of cell cycle- and EMT-related genes. Indeed, GSEA analysis of RNA-seq data obtained from the SMYD3 KO 5–3 cell line compared to HN-6 parental cells revealed significant enrichment of cell cycle- and EMT-related Hallmark pathways (Fig. 4A). 

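The Hallmark sets behind this enrichment were not used here, and the complete gene lists of Supplementary Table 3 were tested in their place. Of the 252 cell cycle genes listed, 230 were tested, of which 130 were upregulated in 5-3 and 27 downregulated. Their median log2 fold change was 0.52, against 0.26 (central 95% from 0.15 to 0.37) in 10000 random gene lists of the same size matched on mean expression. Of the 200 EMT genes, 167 were tested, with 81 upregulated and 50 downregulated, and their median log2 fold change was 0.33 against 0.12 in matched lists (central 95% from -0.045 to 0.27). Limma's camera, with a preset correlation of 0.01 between genes, placed both lists higher in 5-3, with adjusted p = 3.16e-08 for the cell cycle list and adjusted p = 5.81e-04 for the EMT list over the 6 lists tested. Limma's fry test gave the same direction for both (adjusted p = 2.40e-04 and adjusted p = 5.17e-05). It asks whether the genes of a list changed, without comparing them with other genes. All 6 lists passed it, so it does not show a change particular to these lists. Camera's calls of both lists were lost when it estimated the correlation from the 6 libraries, the alternative that moved them most, with adjusted p = 0.212 for each. Gene set enrichment with fgsea on the DESeq2 Wald statistic gave normalized enrichment scores of 2.27 and 1.90 (adjusted p = 2.05e-04 for each with DESeq2's ranking). These scores do not allow for mean expression. A list of G2/M genes, with a median inside the central 95% of its matched lists, scored 2.06.

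**Figure D2:**
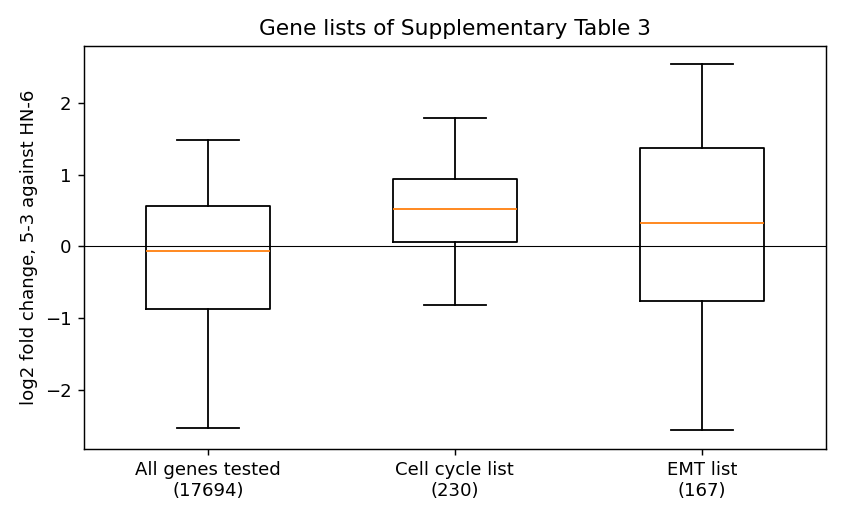
Log2 fold change of 5-3 against HN-6 (vertical axis) for all 17694 genes tested, the 230 cell cycle genes and the 167 EMT genes. Boxes span the quartiles with the median as a line, and whiskers reach the 5th and 95th percentiles, and the medians of the lists are 0.52 and 0.33.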

We then interrogated a GSEA list of cell cycle- and EMT-related genes (Supplementary Table 3) to identify genes with decreased or lost SMYD3 peaks, with or without decreased H3K4me3 peaks. SMYD3 was found to occupy 196 cell cycle and EMT genes, while H3K4me3 was found to occupy 374 cell cycle and EMT genes (Fig. 4B, Supplementary Table 4). Occupancy analysis for SMYD3 and H3K4me3 revealed that the vast majority of cell cycle and EMT genes with decreased or lost SMYD3 peaks (187/196 cell cycle and EMT genes, 95%) were also co-occupied by H3K4me3 (Fig. 4B), as per the genes of gene cluster 2. Additionally, SMYD3 depletion induced a significant decrease in the average normalized tag counts corresponding to SMYD3 and H3K4me3-binding sites within intragenic regions of these cell cycle and EMT genes (Fig. 4C).

**Fig. 4:**
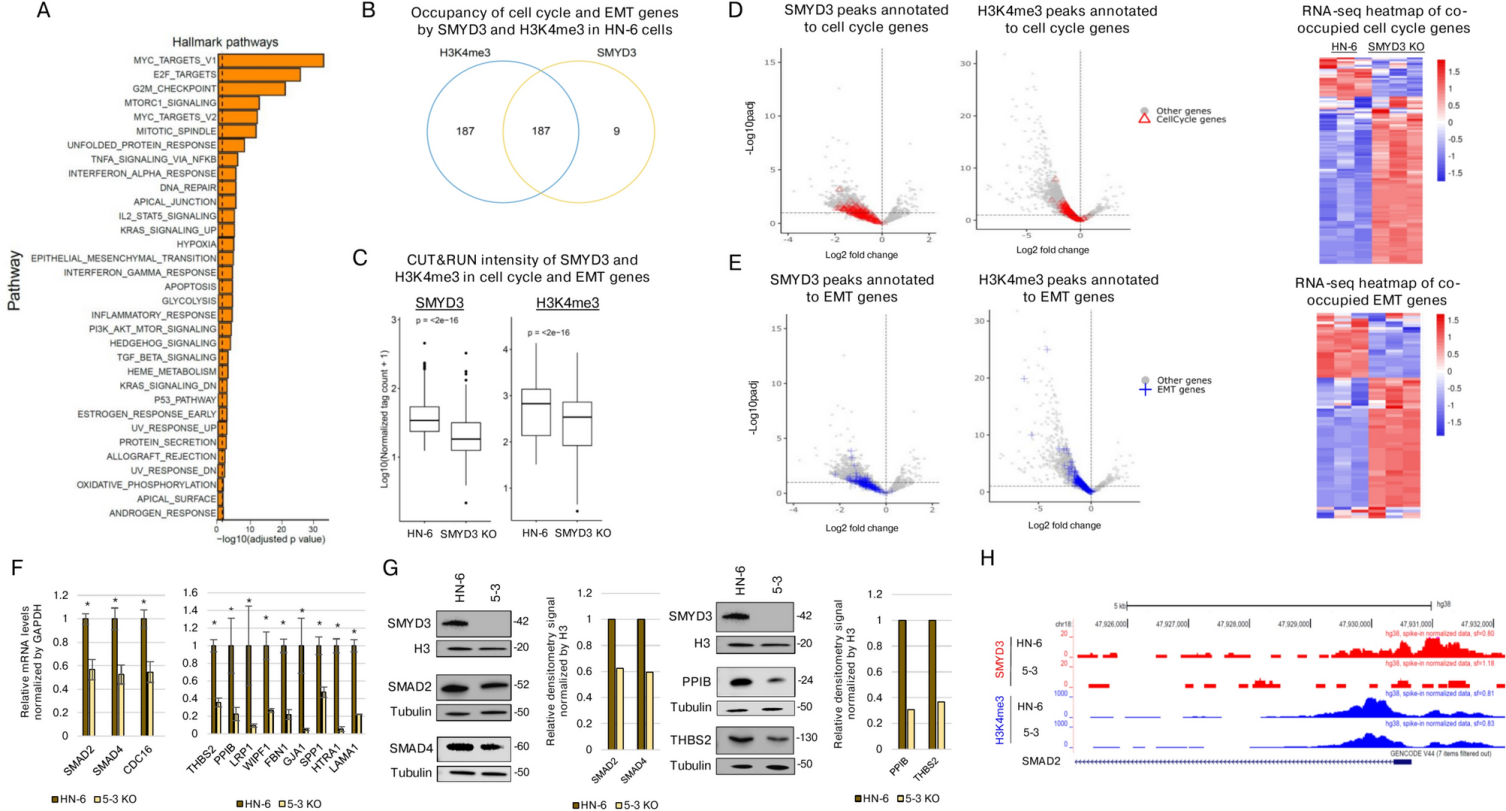
SMYD3 regulates the transcription of specific cell cycle- and EMT-related genes in HPV-negative HNSCC cells.** (A)** Top enriched pathways obtained in GSEA analysis of SMYD3 KO 5–3 vs. HN-6 cells using Hallmark gene sets. GSEA output data were used for the barplot. Adjusted p-value < 0.05. The vertical dotted line corresponds to –log10(padj = 0.05). **(B)** Venn diagram showing the occupancy and co-occupancy of EMT and cell cycle genes by SMYD3 and H3K4me3 (intragenic peaks called in HN-6 cells). EMT and cell cycle genes occupied by SMYD3: 196, genes occupied by H3K4me3: 374, co-occupied genes: 187. **(C)** Left: Boxplot of 408 intragenic SMYD3 peaks called in HN-6 cells, corresponding to 196 EMT and cell cycle genes. Wilcoxon test. Right: Boxplot of 585 intragenic H3K4me3 peaks called in HN-6 cells, corresponding to 376 EMT and cell cycle genes. Wilcoxon test. **(D)** Volcano plot for SMYD3 (left panel) and H3K4me3 (right panel) peaks in SMYD3 KO (5–3 cells) compared to HN-6 cells. Peaks annotated to cell cycle genes are shown as red triangles. Left panel: 3,412 decreased or lost intra- or intergenic SMYD3 peaks were annotated to 2,631 genes. 213 decreased or lost SMYD3 intragenic peaks were annotated to 111 cell cycle genes with available mRNA expression data. Right panel: 17,998 significantly decreased or lost intra- or intergenic H3K4me3 peaks were annotated to 12,495 genes. 208 decreased or lost H3K4me3 peaks were annotated to 111 cell cycle genes. RNA-seq heatmap of co-occupied genes with intragenic SMYD3/H3K4me3 is shown in the far right panel. FDR cut off: 0.1, LFC cut off: 0. Total SMYD3 peaks: 16,993. Total H3K4me3 peaks: 26,441. **(E)** Volcano plot for SMYD3 (left panel) and H3K4me3 (right panel) peaks in SMYD3 KO (5–3 cells) compared to HN-6 cells. Peaks annotated to EMT genes are shown as blue crosses. 176 decreased or lost SMYD3 peaks were annotated to 73 EMT genes with mRNA expression data. 176 decreased or lost H3K4me3 peaks were annotated to 73 EMT genes. RNA-seq heatmap of co-occupied genes with decreased/lost intragenic SMYD3/H3K4me3 peaks is shown in the far right panel. FDR cut off: 0.1, LFC cut off: log2(1.3). **(F)** qPCRs in SMYD3 KO (5–3) and control HN-6 parental cells for cell cycle and EMT genes with decreased or lost SMYD3 and H3K4me3 peaks. Results represent the average + /- SEM of two separate biological replicates with three technical replicates for each sample. Student t-test, * p < 0.05. **(G)** Validating Western blots in representative cell cycle (SMAD2, SMAD4) and EMT genes (PPIB, THBS2) confirming downregulation of the protein levels of these genes in parental HN-6 and 5–3 (SMYD3 KO) cell lines. 10ug of nuclear extracts were loaded for SMYD3 and 20ug of cytoplasmic extracts were loaded for SMAD2, SMAD4, PPIB and THBS2. H3 and tubulin were used as loading controls. Similar results were obtained in biological duplicates. **(H)** Example of UCSC tracks of a representative cell cycle gene (SMAD2) with significantly decreased SMYD3, H3K4me3 and concordant mRNA downregulation.

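SMAD2 lies on chromosome 18 of hg38 from 47808957 to 47931146 on the minus strand. It had 1369, 1077 and 1655 counts in the HN-6 replicates and 1041, 1103 and 1226 in the 5-3 replicates. Normalized, this was 38.7 ± 2.69 CPM (SD, n = 3) in HN-6 and 36.5 ± 2.06 CPM (SD, n = 3) in 5-3, and the values of the lines overlapped. The log2 fold change was -0.084 (standard error 0.0756, adjusted p = 0.312 from edgeR's quasi-likelihood test), a difference within the spread between replicates. Among the fits that each left out one library it was between -0.14 and -0.033, and with upper quartile factors, where it was furthest from 0, it was -0.34 and still inside the cut-off on the fold change.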

Regarding SMYD3, 213 decreased or lost intragenic peaks were mapped to 111 cell cycle genes with available mRNA expression data (Fig. 4D, **left panel**). Of the decreased or lost H3K4me3 intragenic peaks, 208 overlapped with 111 cell cycle genes (Fig. 4D, **middle panel**). For EMT-related genes, 176 SMYD3 peaks mapped to 73 EMT genes were decreased or lost (Fig. 4E, **left panel**). Of the decreased or lost H3K4me3 intragenic peaks, 139 overlapped with 73 EMT genes (Fig. 4E, **middle panel**). 

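Supplementary Table 5A lists 111 cell cycle genes, of which all but PRUNE2 had enough counts to be tested. In the comparison of 5-3 with HN-6, 68 of the 111 genes (61.3%) were called higher, 10 (9.01%) were called lower and 33 (29.7%) were not called. Adjusted over the list alone, the counts were again 68 and 10, which is not independent evidence as the libraries are the same. The study chose the list on decreased or lost CUT&RUN peaks in 5-3, among genes with mRNA expression data. An adjusted p-value under 0.1 with a fold change under 1.3 was found for 20 genes. The median log2 fold change of the list was 0.60, with a range from -2.52 to 3.80. Its genes were highly expressed, with a median log2 CPM of 6.14. Of all genes called at a log2 CPM of 6 to 7, 78.8% were upregulated. Mean expression may therefore account for a large part of the excess of upregulated genes in the list. For 97 genes the 3 libraries of one line did not overlap those of the other, where chance gives 10% of genes. A threshold of 1 on the log2 fold change moved these counts most, to 27 genes higher and 2 lower. With upper quartile factors 50 genes were higher and 17 were lower.
Among the genes of the list with a mean log2 CPM over 1, EREG (chromosome 4), TGFA (chromosome 2) and CCND1 (chromosome 11) rose most. EREG had 2.42 ± 0.690 CPM (SD, n = 3) in HN-6 and 32.7 ± 1.97 CPM (SD, n = 3) in 5-3, a log2 fold change of 3.80 (standard error 0.130, adjusted p = 5.85e-15 from edgeR's quasi-likelihood test). The log2 fold changes of TGFA and CCND1 were 2.02 and 1.95 (standard errors 0.0714 and 0.0830), and the exons of CCND1 overlap those of LTO1 on the opposite strand. HSPA2 (chromosome 14) fell most, from 99.7 ± 2.21 CPM (SD, n = 3) to 17.4 ± 1.29 CPM (SD, n = 3), a log2 fold change of -2.52 (standard error 0.0745, adjusted p = 8.34e-16 from edgeR's quasi-likelihood test). It was followed by MSH5 at -1.26, whose exons also overlap those of CLIC1 on the opposite strand, and RAD52 at -0.80. The exons of MSH5 and RAD52 overlap those of other genes on the same strand, for which the counting could have split reads.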

Of the 111 cell cycle genes, 61% (68/111) were upregulated, 8% (9/111) were downregulated, and 31% (34/111) were not significantly altered (FDR cut off: 0.1, LFC cut off: 0.38 [log2(1.3)] (Fig. 4D, **right panel**, Supplementary Table 5A). Of the 73 EMT-related genes, 56% (41/73) were upregulated, 22% (16/73) were downregulated and 22% were not significantly altered with SMYD3 KO (FDR cut off: 0.1, LFC cut off: 0.38) (Fig. 4E, **right panel**, Supplementary Table 5B). Some of these cell cycle- and EMT-promoting genes with SMYD3 and H3K4me3 co-occupancy were validated as downstream targets of SMYD3 with qPCR, such as cell cycle-related genes *SMAD family member 2* (*SMAD2*), *SMAD family member 4* (*SMAD4*)*,* and EMT-related genes *Peptidylpropyl isomerase B* (*PPIB*), *Thrombospondin 2* (*THBS2*), *Fibrillin 1* (*FBN1*) and *Laminin Subunit Alpha 1* (*LAMA1*) (Fig. 4F). 

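Of the 73 EMT genes of Supplementary Table 5B, all but ITGB3 were tested, and 41 (56.2%) were upregulated in 5-3, 16 (21.9%) downregulated and 16 (21.9%) not called. Adjusted over the list alone, the counts were again 41 and 16. The median log2 fold change was 0.44, and values ranged from -2.92 to 3.61. The median log2 CPM of the list was 6.41, and 78.8% of all genes called at 6 to 7 were upregulated. Mean expression may therefore account for the excess of upregulated genes in the list. AREG (chromosome 4) rose from 6.18 ± 0.468 CPM (SD, n = 3) in HN-6 to 75.2 ± 2.36 CPM (SD, n = 3) in 5-3, a log2 fold change of 3.61 (standard error 0.0830, adjusted p = 1.31e-16 from edgeR's quasi-likelihood test). ADAM12 (chromosome 10) followed at 3.53 (standard error 0.134). ID2 (chromosome 2), whose exons overlap the antisense gene ID2-AS1, fell from 26.4 ± 6.81 CPM (SD, n = 3) to 3.51 ± 0.453 CPM (SD, n = 3), a log2 fold change of -2.92 (standard error 0.159, adjusted p = 2.66e-12 from edgeR's quasi-likelihood test). The log2 fold changes of WIPF1 and IL15 were -2.32 and -2.01. A log2 fold change over 1 was reached by 25 upregulated and 9 downregulated genes. With upper quartile factors 32 genes were upregulated and 21 downregulated.
Supplementary Table 4 gives the paper's occupancy of the cell cycle and EMT genes, and the calls were compared between genes with and without a SMYD3 peak in that table. It lists SMAD2, SMAD4, THBS2, FBN1 and VIM with an H3K4me3 peak only, while the paper's text describes them as occupied by SMYD3 too, and the groups compared here follow the table. Of 187 tested genes with a SMYD3 peak, 139 (74.3%) were called, against 126 of 180 (70.0%) with an H3K4me3 peak only, a difference no larger than chance gives (two-sided Fisher's exact test, p = 0.415, adjusted p = 0.553 over 4 comparisons). Among the genes called, 79.1% with a SMYD3 peak and 71.4% with an H3K4me3 peak only were upregulated (Fisher's exact test, p = 0.155, adjusted p = 0.311). Of the 26 genes with neither peak, 20 were called, and 8 of these (40.0%) were upregulated (Fisher's exact test against genes with a SMYD3 peak, p = 5.43e-04, adjusted p = 0.00217). Genes with neither peak had a far lower expression, with a median log2 CPM of 0.75 against 6.11. The comparison was repeated within the central 80% of mean expression of the genes with a SMYD3 peak. There, 93 of the 112 called genes with a SMYD3 peak were upregulated and 0 of the 5 with neither (Fisher's exact test, p = 2.54e-04, adjusted p = 0.00101). A cut to a range does not match expression inside it. Among all genes called, 29.3% were upregulated at a log2 CPM of 2 to 3 and 82.8% at 7 to 8. With only 5 genes with neither peak, the contrast cannot be separated from mean expression. Genes are not independent replicates, so these p-values describe the lists.

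**Figure D3:**
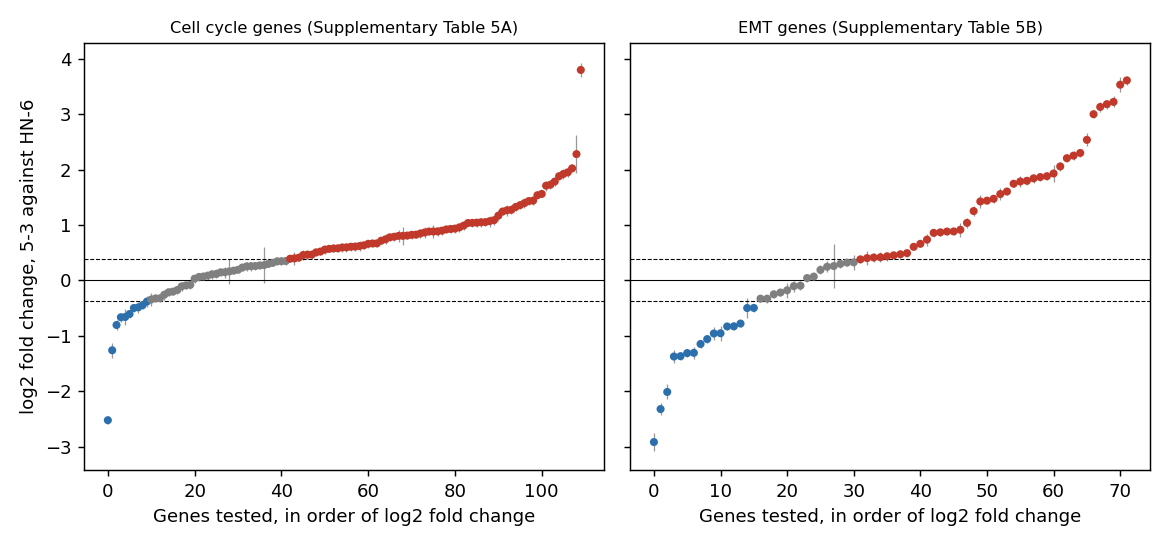
Log2 fold change of 5-3 against HN-6 (vertical axis) of the 110 cell cycle genes and 72 EMT genes tested, each panel in order of the log2 fold change (horizontal axis). Bars are standard errors, dashed lines mark a fold change of 1.3, red and blue points are genes called higher and lower, and 68 cell cycle genes and 41 EMT genes are red.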

Downregulation of SMAD2, SMAD4, PPIB and THBS2 was further validated at the protein level (Fig. 4G, Supplementary Fig. 6). Tracks from some of these representative cell cycle- and EMT-related genes are shown in Fig. 4H and Supplementary Fig. 7. Importantly, *Zinc finger E-box binding homeobox 1* (*ZEB1*), a major driver of EMT which was previously reported as a direct gene target of mouse Smyd3 in HCC and colon cancer mouse models^3^, was co-occupied by SMYD3 and H3K4me3 and was significantly downregulated by nearly 60% in the SMYD3 KO state (Supplementary Table 5, Supplementary Fig. 7). 

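ZEB1 lies on chromosome 10 of hg38 from 31318495 to 31529814 on the plus strand, and its exons overlap those of the antisense gene ZEB1-AS1. Its expression was low in these libraries, with 40, 34 and 63 counts in the HN-6 replicates and 9, 24 and 13 in the 5-3 replicates. This corresponds to 1.27 ± 0.0880 CPM (SD, n = 3) in HN-6 and 0.508 ± 0.292 CPM (SD, n = 3) in 5-3. The fitted log2 fold change was -1.34 (standard error 0.308, 95% confidence interval from -1.95 to -0.74, adjusted p = 5.52e-04 from edgeR's quasi-likelihood test), a fall of 60.6%. Leaving out each library in turn gave values between -1.86 and -1.07. The call was lost with cyclic loess normalization, chosen after the data were seen, which gave -0.54.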

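CDH1, on chromosome 16 of hg38 from 68737292 to 68835541 (plus strand), had 7870, 6748 and 10969 counts in the HN-6 replicates and 18950, 19626 and 21510 in the 5-3 replicates. The normalized values were 239.6 ± 3.12 CPM (SD, n = 3) in HN-6 and 650.5 ± 33.1 CPM (SD, n = 3) in 5-3. The log2 fold change of 1.44 (standard error 0.0628) was larger than the spread between replicates (adjusted p = 1.17e-13 from edgeR's quasi-likelihood test). The exons of CDH1 overlap an antisense gene, AC099314.1.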

*E-cadherin* (*CDH1*), an epithelial marker, was also co-occupied by SMYD3 and H3K4me3 and was significantly upregulated, in accordance with a decrease in the invasive phenotype of HN-6 cells after SMYD3 KO. Interestingly, other EMT-related genes that promote EMT, such as *Vimentin* (*VIM*), *N-cadherin* (*CDH2*), *Snail Family Transcriptional Repressor 1* (*SNAI1*) and *Twist Family BHLH Transcription Factor 1* (*TWIST1*) were also found co-occupied by SMYD3 and H3K4me3, but were significantly upregulated or unaffected (*TWIST1*) in the SMYD3 KO cells despite a decrease in the invasive phenotype of these cells (Supplementary Table 5, Supplementary Fig. 7). 

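In the same comparison, VIM (chromosome 10, 17228241 to 17237593) had 5872, 7615 and 9672 counts in the HN-6 replicates and 8561, 7701 and 9278 in the 5-3 replicates. Normalized, VIM was at 220.5 ± 49.5 CPM (SD, n = 3) in HN-6 and 275.9 ± 7.92 CPM (SD, n = 3) in 5-3, and the values of the lines overlapped. Its log2 fold change of 0.32 (standard error 0.103, adjusted p = 0.00760 from edgeR's quasi-likelihood test) was below the cut-off of 0.38, so VIM was not called. HN-6 replicate 2 decides this, since without it the log2 fold change was 0.52 and VIM was called. With cyclic loess normalization, chosen after the data were seen, it was -0.078. The exons of VIM overlap the antisense genes VIM-AS1 and AL133415.1.
CDH2 (chromosome 18, 27950966 to 28177130), with exons that overlap the antisense gene AC110015.1, rose from 10.5 ± 2.04 CPM (SD, n = 3) to 97.3 ± 4.62 CPM (SD, n = 3). This is a log2 fold change of 3.22 (standard error 0.100, adjusted p = 1.65e-15 from edgeR's quasi-likelihood test). SNAI1 (chromosome 20, 49982980 to 49988886) rose from 4.93 ± 0.189 CPM (SD, n = 3) to 7.04 ± 0.437 CPM (SD, n = 3), a log2 fold change of 0.52 (standard error 0.114, adjusted p = 3.88e-04 from edgeR's quasi-likelihood test). The call of SNAI1 was lost under scaling by library totals alone (0.35) and with upper quartile factors (0.26). TWIST1 (chromosome 7, 19020991 to 19117636), with exons that overlap the antisense gene AC003986.2, had 7.78 ± 0.397 CPM (SD, n = 3) in HN-6 and 7.36 ± 0.300 CPM (SD, n = 3) in 5-3. Its log2 fold change of -0.085 (standard error 0.105, adjusted p = 0.464 from edgeR's quasi-likelihood test) was within the spread between replicates, and it was 0.20 with cyclic loess normalization.

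**Figure D4:**
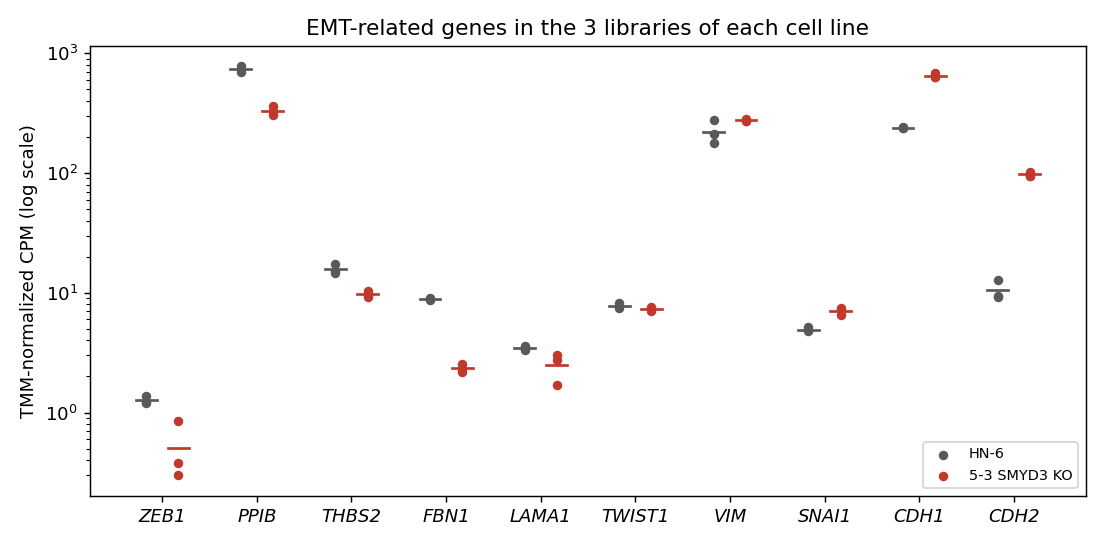
TMM-normalized CPM (vertical axis, log scale) of EMT-related genes in each of the 3 HN-6 libraries (grey) and the 3 libraries of 5-3 (red), with the mean as a bar. The 3 values of CDH2 in 5-3 lie above those in HN-6, while the values of VIM and of TWIST1 overlap between the lines.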

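Among the EMT-related genes that the paper also measured by qPCR, PPIB (chromosome 15, 64155812 to 64163205) fell from 733 ± 43.1 CPM (SD, n = 3) in HN-6 to 331 ± 28.2 CPM (SD, n = 3) in 5-3. Its log2 fold change was -1.15 (standard error 0.0712, adjusted p = 1.79e-11 from edgeR's quasi-likelihood test), and its exons overlap those of SNX22 on the opposite strand. THBS2 (chromosome 6, 169215780 to 169254044) had 15.7 ± 1.37 CPM (SD, n = 3) in HN-6 and 9.73 ± 0.553 CPM (SD, n = 3) in 5-3, a log2 fold change of -0.69 (standard error 0.0961, adjusted p = 2.01e-06 from edgeR's quasi-likelihood test). FBN1 (chromosome 15, 48408306 to 48645849) went from 8.84 ± 0.223 CPM (SD, n = 3) to 2.36 ± 0.185 CPM (SD, n = 3), a log2 fold change of -1.91 (standard error 0.125, adjusted p = 3.75e-11 from edgeR's quasi-likelihood test). LAMA1 (chromosome 18, 6941742 to 7117797), whose exons overlap a pair of antisense genes, had 3.47 ± 0.107 CPM (SD, n = 3) in HN-6 and 2.48 ± 0.684 CPM (SD, n = 3) in 5-3. The log2 fold change of LAMA1 was -0.50 (standard error 0.180, adjusted p = 0.0164 from edgeR's quasi-likelihood test) and rests on 5-3 replicate 3, without which it was -0.26 and LAMA1 was not called. With cyclic loess normalization, chosen after the data were seen, it was -0.019.
The paper sets the direction of each gene's change in the SMYD3 KO state beside its occupancy by SMYD3. In its discussion it takes the falls of PPIB, THBS2, FBN1, LAMA1 and ZEB1 as support for activation by SMYD3, and the rise of CDH1 as support for repression.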

The above further support that SMYD3 binds to and functions both as a transcriptional activator for certain EMT-related genes (such as *ZEB1*, *CDH1*, *PPIB*, *THBS2*, *FBN1*, *LAMA1*) and a repressor for other EMT-related genes (such as *VIM*, *CDH2*, *SNAI1*), with the predominant phenotype being that of decreased invasiveness and migration in the SMYD3 KO state of HN-6 cells.

### Cell cycle and EMT regulation pathways are enriched in HPV-negative HNSCC tumors with higher SMYD3 expression

We then pursued to interrogate the pathways associated with *SMYD3* mRNA expression in patients with HPV-negative HNSCC tumors. Enrichment analysis of the HPV-negative HNSCC cohort of the TCGA^13,14^ using Hallmark gene sets showed that EMT and cell cycle related pathways (EMT, E2f. targets, Myc targets v1 and v2), as well as DNA repair and angiogenesis were positively correlated with *SMYD3* mRNA levels (Fig. 5A). Conversely, interferon alpha, interferon gamma and inflammatory response pathways were negatively correlated with *SMYD3* mRNA levels, consistently with our previously published work^12^ (Fig. 5A). Similar results were obtained with enrichment analysis utilizing the HPV-negative HNSCC cohort of the CPTAC (Fig. 5A, Supplementary Fig. 8)^15^. These results are in line with the in vitro phenotypes derived with SMYD3 depletion, that is the cell cycle arrest and attenuation of EMT features in HPV-negative HNSCC cells presented above. Furthermore, utilizing the HPV-negative HNSCC cohorts of the TCGA and CPTAC databases, we found that SMYD3 mRNA or protein expression levels correlated positively with select cell cycle and EMT-related genes that we identified as direct downstream targets of SMYD3, which further validates their importance as SMYD3-mediated regulators of the cell cycle and EMT phenotypes in HPV-negative HNSCC (Fig. 5B, C, Supplementary Fig. 9).

**Fig. 5:**
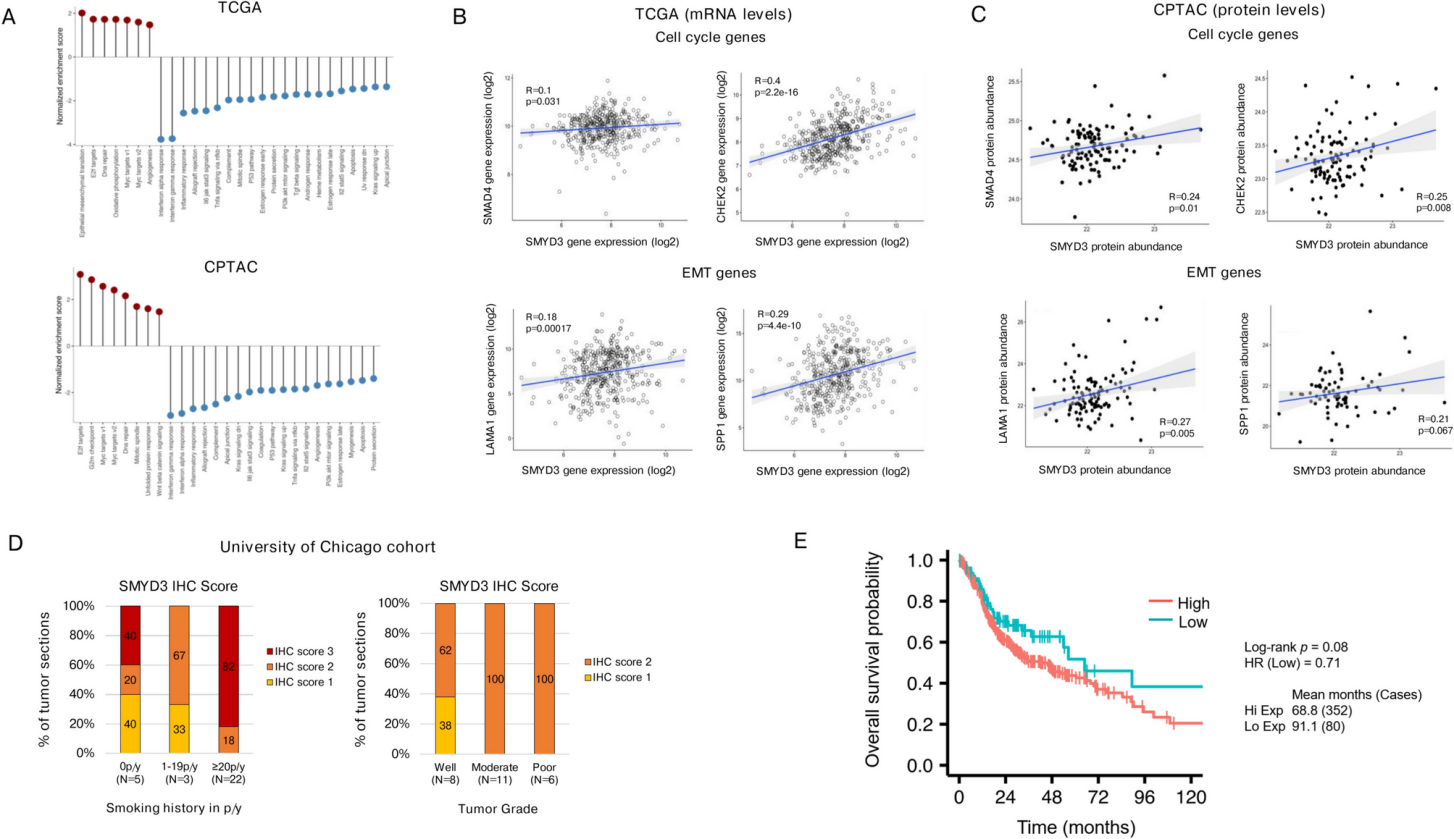
SMYD3 is associated with cell cycle- and EMT-related pathways in patients with HPV-negative HNSCC tumors. **(A) Top:** SMYD3 mRNA expression enrichment analysis in the HPV-negative HNSCC cohort of the TCGA. FDR (q value) < 0.05. **Bottom:** SMYD3 protein level enrichment analysis in the HPV-negative HNSCC cohort of the CPTAC. FDR (q value) < 0.05. **(B, C)** Correlations between log2 transformed mRNA and protein levels of SMYD3 and selected cell cycle and EMT genes in the respective HPV-negative HSNCC cohorts of the TCGA **(B)** and CPTAC **(C)**. Correlation co-efficients R and Wilcoxon p-values shown. **(D)** High SMYD3 protein levels correlate with heavier smoking history (Kruskal–Wallis, p = 0.004) and poor tumor grade (Kruskal–Wallis, p = 0.04). **(E)** Survival Kaplan–Meier curves based on SMYD3 mRNA levels in HPV-negative HNSCC patients. TCGA HPV-negative HNSCC database (n = 483).

### SMYD3 correlates with heavy smoking history and poor tumor grade in HPV-negative HNSCC patients

We previously reported that SMYD3 mRNA and protein levels are significantly increased in HPV-negative HNSCC tumors compared to normal buccal squamous epithelium and that SMYD3 protein expression increases from normal to dysplastic tissues, and then to HNSCC tumors^12^. To assess whether SMYD3 protein levels correlate with clinicopathologic parameters of HPV-negative HNSCC patients, we utilized our previously published, clinically annotated cohort of HPV-negative HNSCC tumors (University of Chicago cohort, n = 39), which includes SMYD3 protein levels quantified by immunohistochemistry of tissue sections as previously described (IHC score scale 0–3)^12^ (Supplementary Table 6). SMYD3 protein levels did not correlate with primary site, stage, tumor size (T), lymph node stage (N), metastatic stage (M), age or gender; however, a significant association was found with both smoking history and tumor grade. Specifically, patients with heavier smoking history (Krustal-Wallis test, p-value = 0.004) and poorly differentiated tumors (Krustal-Wallis test, p-value = 0.04) had significantly higher protein expression levels of SMYD3 (Fig. 5D). Although there was no association of baseline SMYD3 protein levels with overall (OS) and progression-free survival (PFS) in the University of Chicago dataset and the HPV-negative HNSCC cohort of the CPTAC, there was a trend towards worse survival in patients with higher *SMYD3* mRNA levels in the larger HPV-negative HNSCC cohort of the TCGA (OS, log-rank *p* = 0.08, HR = 0.71; PFS, log-rank *p* = 0.07, HR = 0.74) (Fig. 5E, Supplementary Fig. 10).

## Discussion

With the current standard of care paradigm, HPV-negative HNSCC patients have an approximately 50% recurrence rate. Despite the advent of immunotherapy, the median overall survival of patients with metastatic disease is still dismal. Thus, identifying novel therapeutic targets for patients with HPV-negative HNSCC is of paramount importance. We have previously shown that the protein methyltransferase SMYD3 represses tumor intrinsic interferon responses in HPV-negative HNSCC through direct transcriptional activation of the H3K9me3-reader UHRF1 which recruits DNMT1A, as well as by promoting the deposition of the repressive mark H4K20me3 on immune-related genes, thus exerting a bifaceted function as a transcription regulator^12^. We also showed that Smyd3 depletion sensitizes HPV-negative HSNCC mouse MOC1 tumors to anti-PD-1 therapy in vivo and that baseline *SMYD3* mRNA expression levels predict response to neoadjuvant pembrolizumab in HPV-negative HNSCC patients. In this work, we show that, independently of its immunomodulatory effects, SMYD3 depletion decreases the proliferative and colony-forming capacity, delays the G1 to S phase transition, decreases the invasive potential of HPV-negative HNSCC cells in vitro, and significantly attenuates tumor growth in vivo in immunocompromised HPV-negative HNSCC mouse models (Fig. 6). Mechanistically, SMYD3 binds to and regulates the transcription of specific cell cycle- and EMT-related genes, such as *SMAD2*, *SMAD4*, *PPIB*, *THBS2*, *FBN1*, *LAMA1*, *ZEB1* and *CDH1*, ultimately promoting the proliferative and invasive potential of HPV-negative HNSCC cells. We also show that higher SMYD3 protein expression levels in human HPV-negative HNSCC tumors are associated with heavier smoking history and poor tumor grade.

**Fig. 6:**
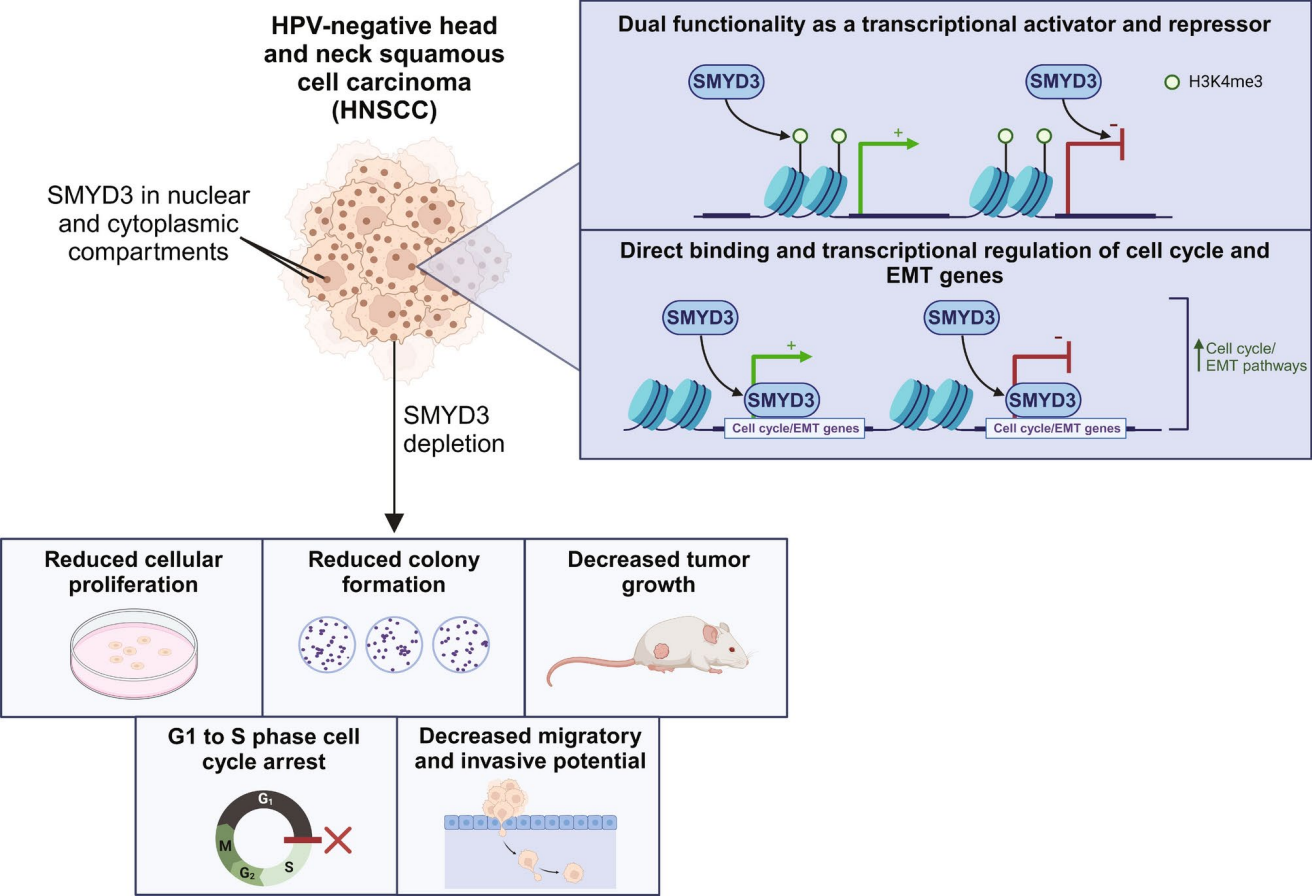
SMYD3 functions both as a transcriptional activator and repressor to promote oncogenic phenotypes in HPV-negative HNSCC cells.

Our data support that the observed phenotypes of proliferation, colony formation and invasion are partially mediated through gene expression changes of specific gene sets occupied by SMYD3. We describe two predominant clusters of SMYD3-regulated genes based on their pattern of occupancy by SMYD3 and H3K4me3: Cluster 1 is occupied only by SMYD3, with 43% of the genes upregulated, 28% of its genes downregulated, and 30% unaffected after SMYD3 depletion; cluster 2 is co-occupied by SMYD3 and H3K4me3, with a very similar transcriptional effect as cluster 1 after SMYD3 and H3K4me3 depletion. While SMYD3 is predominantly known to have an activating function on the transcription of its target genes^3,4^, our data suggest its function both as a transcriptional activator and repressor on different gene sets within the same cell context (HPV-negative HNSCC cells). This paradigm of a dual function of a chromatin modifier within the same cell context has been previously reported for Enhancer of Zeste 2 (EZH2), a transcriptional repressor, whereby EZH2 and H3K27Ac, an activating mark, were found to co-occupy the promoter and activate the transcription of the androgen receptor gene in a methyltransferase-independent manner in prostate cancer cell lines^16^. Within the same cell context, EZH2 was also found to co-occupy other gene targets together with H3K27me3, inducing transcriptional repression.

Given the established role of H3K4me3 as an activating histone mark^3^, we expected that depletion of H3K4me3 together with SMYD3 in cluster 2 would result in transcriptional repression as a predominant transcriptional effect. However, the effect was similar to that observed in cluster 1, which was characterized by depletion of SMYD3 but not of H3K4me3. Though the more established function of SMYD3 as a chromatin modifier is that of transcriptional activation through H3K4me3, SMYD3 has been implicated in the transcriptional repression of genes through H4K20me3. Foreman et al.^17^ analyzed and reported the crystal structure of the full length human SMYD3 and, through mutational and biochemical analysis, they identified H4K20 trimethylation as a potential histone substrate for SMYD3. Jiang et al.^18^ reported that SMYD3 binds to and represses the transcription of tumor suppressor *CDKN2A* through H4K20me3, while it also binds to and activates the transcription of *BIRC3* through H3K4me3 in ovarian cancer cell lines. SMYD3 inhibition concordantly led to S phase arrest and increased apoptosis of ovarian cancer cells. More recently, Zeng et al.^19^ demonstrated that SMYD3 binds to and represses the tumor suppressor *epithelial membrane protein 1* (*EMP1*) through H4K20me3 in gastric cancer cells, and that SMYD3 depletion significantly decreases the proliferation of gastric cancer cells in vitro and in vivo. Furthermore, Yang et al.^20^ showed that SMYD3 interacts with the NuRD complex and represses a cohort of genes involved in cell growth and migration, ultimately regulating the proliferation and invasiveness of hepatocellular carcinoma cells (HCC). The authors focused their functional analysis on *insulin like growth factor binding protein 4* (*IGFBP4*) and showed that SMYD3 and the NuRD complex co-occupied the promoter of *IGFBP4*, and that knockdown of SMYD3 led to a decrease in H4K20me3 and a concomitant increase in H4 acetylation of the *IGFBP4* promoter, resulting in transcriptional upregulation of this gene in HCC cells. Finally, our group has also reported a targeted repressive effect of SMYD3 on type I IFN response genes mediated through H4K20me3 in the presence of IFN-β^12^. As such, our findings that SMYD3 functions as an activator and repressor in HPV-negative HNSCC are consistent with previous studies in other cancer types, showing that SMYD3 can act through different mechanisms, including the deposition of activating H3K4me3 and repressive H4K20me3 histone marks, to regulate the transcription of its target genes^12,17–21^. However, whether SMYD3 mediates gene repression through H4K20me3 in HPV-negative HNSCC cells to contribute to the observed phenotypes of proliferation, colony formation and invasiveness remains to be elucidated.

In accordance with the above, we found that SMYD3 binds to specific cell cycle- and EMT-related genes and induces a bifaceted transcriptional output, acting both as an activator in certain genes and repressor on other genes in HPV-negative HNSCC cells (Fig. 4D, E). Importantly, we found that SMYD3 binds to mesenchymal EMT-related genes, such as *PPIB*, *THBS2*, *FBN1*, *LAMA1*, *ZEB1*, and its depletion induced their transcriptional downregulation, supporting that SMYD3 activates the expression of these genes. Interestingly, SMYD3 also binds to the epithelial EMT-related gene *CDH1*, but its depletion induced transcriptional upregulation, supporting that SMYD3 represses the expression of this gene. These findings suggest a coordinated effect towards the promotion of the EMT phenotype through a bifaceted transcriptional function mediated by SMYD3, whereby it acts both as an activator of mesenchymal genes and repressor of epithelial EMT-related genes in HPV-negative HNSCC cells (Fig. 4E). Contrary to our expectation, we also identified commonly reported mesenchymal genes that were transcriptionally upregulated with SMYD3 depletion and thus repressed by SMYD3, such as *VIM*, *CDH2* and *SNAI1*. This could be explained by a recent report supporting the highly complex and context specific nature of the EMT process, whereby certain commonly reported EMT markers may have non-canonical EMT functions depending on the specific cell context^21,22^.

Our study has a number of shortcomings. While our findings suggest that SMYD3 has a bifaceted function both as a transcriptional repressor and activator within the same cell context of HPV-negative HNSCC cells, the mechanism(s) that govern this behavior still remain to be elucidated. One possible explanation, as described above^17–21^ and we previously reported^12^, is that SMYD3 may promote the genome-wide deposition or reading of specific repressive histone marks, such as H4K20me3. This may be mediated through the following mechanisms: (a) SMYD3 directly writes a repressive mark, or activates the methyltransferase activity of another chromatin modifier in an enzymatically dependent or independent manner which in turn writes a repressive mark, such as H4K20me3; (b) SMYD3 activates the transcription of a major transcriptional repressor, as we previously showed for the H3K9me3-reader UHRF1^12^, which then binds to and silences the transcription of target genes; (c) SMYD3 mediates the formation of complexes that repress specific target genes. These possibilities are actively being further investigated by our group. Furthermore, it cannot be excluded that the oncogenic phenotypes of proliferation, colony formation, cell cycling and invasion of HPV-negative HNSCC cells may not only be mediated by the transcriptional functions of SMYD3 in the nucleus of HPV-negative HNSCC cells, but they may also be induced by cytoplasmic functions of SMYD3 through direct methylation of non-histone substrates, as previously reported for other cancer types^8–10^. Additionally, while we pursued to conduct in vitro studies with a number of commercially available SMYD3 inhibitors^23–25^ in order to assess whether the enzymatic activity of SMYD3 is important in the observed phenotypes, the concentrations needed to attain enzymatic inhibition of SMYD3 were inappropriately high in our cell lines, introducing the possibility of non-specific targeting. To address this question, our group is pursuing the generation of enzymatically-inactive SMYD3 expressing HPV-negative HNSCC cell lines. Finally, *SMYD3* mRNA or SMYD3 protein levels were not found to be significantly associated with survival in HPV-negative HNSCC patients; this may be due to the lower number of patients in the examined cohorts, as well as the fact that SMYD3 may be more important in the initial stages of HNSCC carcinogenesis.

In summary, this study demonstrates that SMYD3 depletion significantly impairs the proliferative capacity, cell cycling and the invasive potential of HPV-negative HNSCC cells, while it also hinders tumor growth in vivo. Mechanistically, SMYD3 binds to and regulates the transcription of specific cell cycle and EMT gene sets in HPV-negative HNSCC cells. In addition to our recent report identifying SMYD3 as an epigenetic regulator of immune response in HPV-negative HNSCC^12^, these findings provide further biological rationale to therapeutically target SMYD3 in HPV-negative HNSCC. Furthermore, to our knowledge, this is the first report of genome-wide mapping of human SMYD3 which supports a dual function of this chromatin modifier both as a repressor and an activator of gene expression.

## Methods

### Cell culture

HPV-negative squamous cell carcinoma cell lines HN-6, HN13, PE/CA-PJ15, YD-10B, HN-SCC-151 and SCC-35 cells were derived from patients with locoregionally advanced HPV-negative HNSCC and were kindly provided by Dr. Tanguy Seiwert (University of Chicago). HN-6 and HN13 cells were maintained in DMEM medium with 10% fetal bovine serum, 1% penicillin/streptomycin, and 2 nM L-glutamine. PE/CA-PJ15 cells were maintained IDMEM medium with 10% fetal bovine serum, 1% penicillin/streptomycin, and 2 nM L-glutamine. YD-10B cells were maintained in RPMI medium with 10% fetal bovine serum, 1% penicillin/streptomycin, and 2 nM L-glutamine. HN-SCC-151 and SCC-35 cells were maintained in DMEM/F12 medium, 10% fetal bovine serum, 1% penicillin/streptomycin and 2 nM L-glutamine.

### Generation of SMYD3 knockout cell lines using CRISPR

*SMYD3* CRISPR knockout cell lines (SMYD3 KO 5–2, 5–3, 5–11) were generated from parental HN-6 cells using clustered regularly interspaced short palindromic repeats (CRISPR/Cas9) technology, as previously described^12^. SMYD3 protein expression levels were assessed by Western blotting to confirm the efficiency of the knockout (Supplementary Fig. 1B).

### siRNA transfections

siRNA oligonucleotides were purchased from Millipore-Sigma to target the human *SMYD3* mRNA (SASI_Hs02_0035-5988, termed siSMYD3-1, and SASI_Hs01_0018-8121, termed siSMYD3-2). The negative control siRNA was purchased from Dharmacon (siRNA negative control Dharmacon ON-TARGET plus control pool, #D-001810–10-20, Horizon Discovery, Lafayette, CO). Depending on the assay (CCK8, CFAs, cell cycle flow cytometry), HNSCC cells were plated overnight in 24-well-, 6-well-plates or 10 cm dishes and were transfected with siRNA duplexes (50 nM final concentration) using Lipofectamine RNAimax (Thermo Fisher Scientific, Grand Island, NY) for 3 to 11 days, with re-transfection performed every fourth day.

### CCK8 assays

HNSCC cells were plated overnight in 24-well plates (2–4 × 104 cells/well) and on the next day, they were transfected with SMYD3 (siSMYD3-1 or siSMYD3-2) or control siRNAs (50 nM final concentration) using Lipofectamine RNAimax (Thermo Fisher Scientific) for 5–7 days, with re-transfection performed on day 4. The number of viable cells was measured using the Cell Counting Kit-8 (Dojindo, Kumamoto, Japan) on days 5–7.

### Colony formation assays (CFAs)

HNSCC cells were plated overnight in 6-well plates (500 cells/well) and on the next day, they were transfected with SMYD3 (siSMYD3-1 or siSMYD3-2) or control siRNAs (50 nM final concentration) using Lipofectamine RNAimax (Thermo Fisher Scientific) for 9–11 days, with re-transfection performed on day 4. Once colonies were visible, they were stained with 0.01% (w/v) crystal violet (Sigma-Adrich, cat # HT901-8FOZ), washed with dH20 to remove excess stain, and left to dry. Colonies were counted using the ImageJ software (version 1.53 k).

### Cell cycle analysis with BrdU

Cell cycle analysis was performed using the 5-bromo-20-deoxyuridine (BrdU) flow kit (BD Pharmingen™ FITC BrdU Flow Kit, cat#559,619, BD Biosciences, San Jose, CA) according to the manufacturer’s instructions. Briefly, cells were seeded overnight in 10 cm tissue culture dishes and treated with siSMYD3-1 (50 nM) versus negative control siRNAs (as per above) using medium with 10% FBS for 72 h. 2 h before cell collection, cells were incubated with 10 μM BrdU. Cells were trypsinized, washed, fixed and permealized. Then cells were incubated with DNAase for 1 h at 37 °C, and FITC-conjugated anti-BrdU antibody (dilution: 1:50) was added for 20 min at room temperature. Total DNA was stained with 7-amino-actinomycin D (7-AAD), followed by flow cytometric analysis. Cell cycle analysis was performed in HN-6, YD-10B and HN-5 cells, and in SMYD3 KO cell lines 5–2, 5–3 and 5–11 compared to parental HN-6 cells.

### Transwell migration and invasion assays

For the migration assay, transwell inserts with 8 μm pores (Millicell®, cat #PI8P01250) were placed in a 24-well plate. HN-6 and SMYD3 KO cells were seeded in the upper chambers (100,000 cells/100uL DMEM), and the lower chambers were filled with 600uL of FBS-containing DMEM culture medium. After 24 h of incubation at 37 °C, the upper side of the transwells was gently swabbed with a cotton swab to remove non-migratory cells, while the cells that had migrated through the pores to the lower surface were fixed and stained with 200uL of 0.2% crystal violet for 10-15 min at room temperature. The crystal violet was removed with a cotton swab and by dipping the transwells in dH20. The membranes were left to dry and migrated cells were imaged and counted using ImageJ (version 1.53 k). For the invasion assay, 50uL of Matrigel (Corning™, cat # 354,234) were placed on top of the transwell inserts and was solidified in a 37 °C incubator for 15–30 min to form a thin gel layer before seeding 80,000 cells/100uL DMEM. Following the same 24-h incubation period at 37 °C, the cells that invaded through the Matrigel and transwell pores were similarly fixed and stained with crystal violet, then visualized and counted using ImageJ. Both migration and invasion assays were performed in biological triplicates and were replicated once.

### Western blotting

Nuclear extracts were prepared from HN-6 and CRISPR SMYD3 KO cell lines 5–2 and 5–3 using the Nuclear Complex Co-IP kit (Active Motif) and 10–15 μg were loaded to examine protein levels of SMYD3, with histone H3 used as a loading control. For the detection of cell cycle and epithelial-mesenchymal transition (EMT) regulators, cytoplasmic extracts were prepared using the NE-PER Nuclear and Cytoplasmic Extraction kit (Thermo Scientific, cat # 78,833). 15–20 μg of cytoplasmic protein extracts were loaded to examine protein levels of SMAD2, SMAD4, PPIB and THBS2. Beta-tubulin was used as loading control. To evaluate the abundance of SMYD3 in the nucleus and cytoplasm of HPV-negative HNSCC cell lines, nuclear and cytoplasmic extracts were prepared as per above. 10–15 ug of each extract was loaded for each experiment to examine protein levels of SMYD3. Nuclear extracts were blotted for tubulin and cytoplasmic extracts for histone H3 to confirm the efficacy of nuclear/cytoplasmic separation. Tubulin and histone H3 were used as loading controls for cytoplasmic and nuclear extracts respectively.

Primary antibodies used were anti-SMYD3 (ab187149, Abcam, Cambridge, MA, dilution 1:2000), anti-histone 3 (ab1791, Abcam, Cambridge, MA, dilution 1:125,000), anti-SMAD2 (D43B4, Cell Signaling Technologies, Danvers, MA, dilution 1:1000), anti-SMAD4 (D3R4N, Cell Signaling Technologies, Danvers, MA, dilution 1:1000), anti-PPIB (D1V5J, Cell Signaling Technologies, Danvers, MA, dilution 1:1000), anti-THBS2 (ab84469, Abcam, Cambridge, MA, dilution 1:1000), and anti-beta tubulin (ab6046, Abcam, Cambridge, MA, dilution 1:20,000). Amersham ECL prime Western Blotting Detection Reagent (Cytiva, cat # 45–002-401) or Pierce ECL Western Blotting Substrate (Thermo Scientific, cat# 32,106) were used as detection reagents. Blots were imaged using a Chemi-fluorescent Odyssey FC machine after applying a detection reagent. Densitometry of all blots was performed using ImageJ software (1.53 k, NIH, Bethesda, MD).

### Quantitative real-time PCR

For quantitative real-time PCR, primers for *GAPDH* (housekeeping gene), *SMAD2, SMAD4, CDC16, FOXO4, NDC80, SUGT1, THBS2, PPIB, LRP1, WIPF1, FBN1, GJA1, SPOCK1, SPP1, FBLN5, HTRA1. IGFBP4, LAMA1,* and *LAMA2* were purchased from Sigma-Aldrich. RNA extraction was performed using the RNeasy Mini Kit (cat # 74,004, Qiagen Sciences Inc, Germantown, MD). cDNA conversion was performed using the Invitrogen SuperScript III First-Strand Synthesis System for RT-PCR (cat# 18,080,051, Invitrogen, Carlsbad, CA). PCR was conducted in technical triplicates using SYBR Select Master Mix (cat# 4,472,908, Applied Biosystems, Foster City, CA). PCR reactions were performed using the Applied Biosystems ViiA 7 machine (Thermo Fisher Scientific, Waltham, MA) and the QuantStudio Real-Time PCR Software v1.6.1 (Thermo Fisher Scientific, Waltham, MA). Subsequent analysis of the results was conducted using Microsoft Excel.

### RNA-sequencing

RNA-seq was performed in HN-6 cells and in the CRISPR SMYD3 knockout cell line 5–3. Specifically, parental HN-6 cells and the CRISPR SMYD3 knockout cell line 5–3 were plated, and when cells reached ~ 80% confluence, they were trypsinized, washed twice with PBS, centrifuged and processed for RNA extraction (Direct-zol RNA miniprep kit, Zymo Research, Irvine, CA). Three biological replicates for each sample were processed to extract RNA, quantified using Qubit and sequenced. Samples were pooled and sequenced on NovaSeq Standard_SP using Illumina TruSeq Stranded mRNA Library Prep and paired-end sequencing. The samples had 68 to 130 million pass filter reads. Reads of the samples were trimmed for adapters and low-quality bases using Cutadapt before alignment with the reference genome (hg38) and the annotated transcripts using STAR. The samples had 62–75% non-duplicate reads.

### CUT&RUN assays and DNA-sequencing

For CUT&RUN assays, the 14–1048 CUT&RUN kit by EpiCypher was utilized according to EpiCypher’s protocol. Briefly, CUTANA spike-in dNuc controls (H3K4me0, 1, 2, 3) were mixed together with washed streptavidin (SA) beads in 4 separate 1.5 ml tubes, and incubated for 30 min at RT on nutator. Concanavalin (ConA) beads were activated using cold bead activation buffer, washed twice using a magnet, resuspended in cold activation buffer, added at 10uL/sample in separate strip tubes (1 tube per experimental sample) and kept on ice. 500,000 cells per experimental condition were obtained after trypsinization from respective cell culture dishes (1 dish per biological replicate) and were washed with PBS × 3 to remove excess trypsin. Cells were then resuspended in 100uL/sample of RT wash buffer and washed twice at 600xg for 3 min. After the final wash, cell pellets were resuspended in 105uL of RT wash buffer, and 100uL per sample were aliquoted into each 8-strip tube containing 10uL of activated beads. The cell-bead slurries were incubated on the benchtop for 10 min at RT to allow for adsorption of the cells to the beads. After the incubation, the slurries were placed on a magnet and a small aliquot of the supernatant was obtained to confirm adsorption of cells to the beads (binding efficacy > 93% of cell input). The supernatants were completed removed and the cell-bead slurries were then exposed to cold antibody buffer and vortexed. The CUTANA H3K4MetSTat spike-in control dNucs were added to designated positive (H3K4me3) and negative (IgG) control tubes. Then, 0.5ug of antibody targeting H3K4me3 (EpiCypher, 13–0041) or SMYD3 (Abcam, ab187149) were added to each designated experimental tube. Biological triplicates were used for each experimental condition. The samples were incubated overnight on a nutator at 4 oC. Next day, the 8-strip tubes containing the samples were placed on a magnet till the slurries cleared, supernatants were removed and the cell-beads were washed twice with cold cell permealization buffer. After the final wash, 50uL of the cold cell permealization buffer was added to the cell-bead slurries, and then 2.5uL of pAG-Mnase was added to each sample. Samples were incubated for 10 min at RT and the 8-strip tubes were placed back on a magnet. Supernatants were removed and cell-beads complexes were washed twice with cold cell permealization buffer. After the final wash, 50uL of cell cell permealization buffer was added in each sample, and targeted chromatin digestion followed by adding 1uL of chromatin digest additive to each sample. Strips were incubated for 2 h at 4 oC on a nutator and the reaction was stopped using Stop buffer. 0.5 ng of spike-in Ecoli DNA was added to each sample and samples were incubated for 10 min at 37 oC in a thermocycler. The strips were then placed on a magnet and the supernatants containing the CUT&RUN enriched DNA were transferred to new tubes. DNA was purified per EpiCypher’s protocol, and library construction was conducted. Nucleic acid size selection to enrich for fragment sizes between 200-500 bp was conducted using SPRIselect (Beckman Coulter Life Sciences, B23318). Samples were pooled and sequenced on NextSeq2000 using TruSeq ChIP and Swift Bioscience Accel-NGS 2S Plus DNA Library Prep Kits and paired-end sequencing. All the samples had yields between 53 and 80 million pass filter reads. Samples were trimmed for adapters using Cutadapt before the alignment. The trimmed reads were aligned with hg38 reference using Bowtie2 alignment. All the samples had library complexity with percent non-duplicated reads ranging from 75 to 88%.

### Mouse experiments

All animal experimental protocols, study designs and animal usage were approved and conducted accordingly to all applicable guidelines by the NCI-Bethesda Animal Care and Use Committee and adhering to ARRIVE guidelines. 4–6 week-old female NSG mice were purchased from Jackson Laboratories (stock # 005,557) and used for the described experiments. HN-6, 5–2, and 5–11 cells were grown in vitro and were inoculated by subcutaneous injections of 3 million cells in suspension using Matrigel, in the right flanks of NSG mice. 8 NSG mice were injected per group. Tumor length (L) and width (W) were measured twice weekly with calipers starting from 15 days post-inoculation and tumor volumes were calculated using the formula LxW^2/2. Tumor growth was measured twice weekly starting from 15 days post inoculation. 32 days following tumor inoculation, the mice were euthanized using cervical dislocation, tumors were surgically resected and stained for immunohistochemistry as described below.

### Immunohistochemistry (IHC) for Ki-67

Mouse tumors obtained from NSG mice were stained for Ki-67 using immunohistochemistry (IHC). Briefly, IHC staining was performed on LeicaBiosystems’ BondRX autostainer with the following conditions: Epitope Retrieval 1 (Citrate) 20’, Ki-67 (Cell Signaling Technology #9027, 1:200 incubated 30’), and the Bond Polymer Refine Detection Kit (LeicaBiosystems #DS9800). Isotype control reagent (Cell Signaling Technology #3900) was used in place of the primary antibody as the negative control. Slides were removed from the Bond autostainer, dehydrated through ethanol, cleared with xylenes, and cover-slipped. Images were captured using the Aperio Scanscope FL (Leica Biosystems) whole slide scanner. Image analysis was accomplished using CytoNuclear algorithm in Halo imaging analysis software (v3.5; Indica Labs, Albuquerquee, NM), Image annotations were performed by a pathologist (B.K). Fields were excluded if they contained areas of artifact such as folds or tears.

### IHC of HPV-negative HNSCC tumor samples

As previously described^12^, formalin-fixed, paraffin embedded tissue microarrays containing clinically annotated, de-identified patient tumor samples were obtained from the Human Tissue Research Center of the University of Chicago Pathology Department (IRB#8980). The IHC staining was approved by the Institutional Review Board of the University of Chicago (IRB#18–0468-AM002). 39 HPV-negative HSNCC tumors with clinical annotation, 10 dysplastic lesions and 10 samples from normal buccal epithelium were stained for SMYD3 (Abcam, ab187149) using immunohistochemistry (IHC). The staining was performed on Leica Bond RX automated stainer. After deparaffinization and rehydration, tissue sections were treated with antigen retrieval solution (Leica Microsystems) with heat near 100 °C for 20 min. The anti-SMYD3 antibody (1:400) was applied on tissue sections for 1 h incubation at room temperature. The antigen–antibody binding was detected with Leica Bond Polymer Refine Detection system (Leica Microsystems) and the slides were covered with cover glasses. A head and neck cancer oncologist blinded to clinical outcomes performed semi-quantitative analysis of SMYD3 staining using a four-grade scale defined as follows: Negative, grade 0; mild, grade + 1; moderate, grade + 2; and strong staining intensity, grade + 3. This methodology was chosen based on the observation that SMYD3 staining was observed to be homogeneous in each tissue sample.

### Bioinformatics and statistical analysis

#### Lists of EMT and cell cycle genes

The EMT and cell cycle gene lists were obtained from the Molecular Signature Database (MSigDB) gene sets (Supplementary Table 2, https://www.gsea-msigdb.org/gsea/msigdb/index.jsp) (Fig. 4C, D). Bioinformatic interrogation of these gene lists is shown in Fig. 4. Genes that were not found to be expressed at the mRNA level in the RNA-seq database comparing SMYD3 KO 5–3 with HN-6 parental cells were omitted.

#### RNA-seq heatmaps for EMT and cell cycle genes

RNA-seq data were quantitated to obtain raw tag counts of exon regions at the gene level using featureCount (Fig. 4C and D, right panels). The raw tag count data was variance stabilizing transformed using VST function in DESeq2 R library, and z-score of the transformed data was obtained to color code for heatmap. For clustered heatmaps, pheatmap R library was used with Euclidean distance and ward.D2 clustering options. Significance of gene expression changes was evaluated using DESeq2 R library and determined based on Wald-statistics (FDR < 0.1) and shrunken log2 fold-change (> log2(1.3), < -log2(1.3)) using ahsr method available from DESeq2 library.

#### GSEA analysis of RNA-seq dataset of SMYD3 KO 5–3 and HN-6 parental cell lines

Top enriched pathways (adjusted p-value < 0.05) obtained in Gene Set Enrichment Analysis (GSEA) of SMYD3 KO 5–3 vs. HN-6 cell lines using fgsea (1.22.0) R library and hallmark gene sets (h.all.v7.4.symbols.gmt). GSEA output data were used for the barplot (Fig. 4A).

#### GSEA analysis of TCGA and CPTAC datasets

For the gene-set enrichment analysis (GSEA), 422 TCGA HPV-negative tumor samples (Firehose Legacy) with mRNA expression data (data_RNA_Seq_v2_mRNA_median_Zscores.txt) were analyzed and a ranked gene list was obtained based on Pearson’s correlation of each gene with *SMYD3* expression (Fig. 5A). This list was used as input to the pre-ranked GSEA against the MsigDB’s Hallmark gene sets (h.all.v7.4.symbols.gmt). The GSEA analysis was replicated with protein abundance from CPTAC data portal. Processed proteomics data of 108 HPV(-) HNSCCs were downloaded via LinkedOmics: http://www.linkedomics.org. The specimen collection and sample processing of the tumors can be found in Huang et al. (2021) and the CPTAC data portal (PDC000221, https://pdc.cancer.gov/pdc/study/PDC000221). The GSEA analysis was performed using software GSEA v4.2.3.

#### Correlations between *SMYD3* mRNA or SMYD3 protein levels and candidate downstream target genes

Pearson correlation coefficients were calculated to assess linear associations between *SMYD3* mRNA (TCGA, HPV-negative HSNCC cohort, n = 434) or SMYD3 protein levels (CPTAC, HPV-negative HSNCC cohort, n = 108) and candidate downstream gene target expression levels (Fig. 5B, C). The gene-level proteomics data were represented as normalized mass spectrometric intensity and log2 transformed (Fig. 5B, C).

#### Clinicopathological correlations

SMYD3 protein expression levels were assessed among tumor, dysplasia, and normal samples and clinicopathological correlations were performed using logistic regression models fit to examine the association between IHC score and gender, age, smoking history, stage, T-stage, N-stage and grade (Fig. 5D).

Cox regression was performed to examine whether *SMYD3* mRNA levels (TCGA) or SMYD3 protein levels (CPTAC, Proteomic Data Commons (PDC)) were prognostic for overall or progression-free survival (Fig. 5E, Supplementary Fig. 7). For the survival analysis using the CPTAC HNSCC database (n = 108 patients), protein abundance and clinical data were extracted from the CPTAC data portal (https://proteomics.cancer.gov/data-portal, http://linkedomics.org/data_download/CPTAC-HNSCC). The R function “surv_cutpoint” (package survminer) was applied to identify optimal cutpoints that correspond to the most significant relation with OS and PFS outcomes for SMYD3 protein levels. The data were dichotomized to high and low protein expression groups. The progression-free (PFS) and overall survival (OS) curves were obtained using the Kaplan–Meier (KM) method and were compared using the log-rank test. The Cox proportional hazards model was used to estimate hazard ratios (HRs) with 95% confidence intervals (CIs). Similarly, for the survival analysis using the University of Chicago HPV-negative HNSCC database (n = 35 patients), patients were partitioned into four groups based on dichotomized values of SMYD3 IHC scores derived from the FFPE clinically annotated tissue microarrays.

#### CUT&RUN analysis

Raw fastq files were trimmed with Cutadapt 1.8 and aligned using bowtie2-2.4.4 against hg38. For spike-in controls, the trimmed FASTQ files were aligned against the Escherichia coli MG1655 genome. Duplicated reads were removed using Picard tools 2.26.9, and normalization factors were derived based on the uniquely mapped fragments in the corresponding spike-in control data. The enriched regions with SMYD3 and H3K4me3 signals were identified using GoPeaks spike-in normalization, with default “narrow” parameters applied. Differential analysis was performed using DESeq2 to obtain a final list of regions for downstream analysis (FDR < 0.1). No LFC threshold was applied for CUT&RUN data.

#### Annotation of peaks (CUT&RUN)

Each peak/enriched region in CUT&RUN assays was annotated with the nearby gene displaying the shortest distance between TSS and the center of each peak using the ChipSeeker (1.32.0, GENCODE V39). To account for the EMT and cell cycle genes missed by the ChIP-Seeker program at their default parameters, we used genomic coordinates of gene boundaries to identify additional EMT and cell cycle genes overlapping with CUT&RUN peaks either at their gene body or promoter region (< 2 kb from upstream boundary). The coordinates of gene boundaries of EMT and cell cycle genes (Supplementary Table 2) were extracted by BioMart (v. 2.54.0) R library using Ensembl GRCh38.p13 database. Then GenomicRanges (v.1.48.0) R library was used to find overlapping CUT&RUN peaks and genes based on their extended gene boundary.

#### Volcano plots

For all volcano plots, EnhancedVolcano (1.14.0) R library was used.

#### Statistical analyses of in vitro, in vivo assays and Ki-67 IHC results

Averages of at least three biological replicates from each control and experimental condition were obtained for MTT assays, CFAs, flow cytometry, invasion and migration assays. For the in vivo mouse experiments, averages of tumor volumes were obtained from 8 mice per group. For the Ki-67% positive cells, the average was obtained from 7 out of 8 tumors of each mouse group. One mouse per group was excluded from the Ki-67 level evaluation as they were considered significant outliers compared to the rest of the Ki-67% positive values. Student t-test was used to conduct statistical evaluations between control and experimental conditions.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

Supplementary Information 4.

Supplementary Information 5.

Supplementary Information 6.

Supplementary Information 7.

## Data Availability

Data is provided within the manuscript or supplementary information files. Data is provided within the manuscript or supplementary information files. All sequencing raw and processed data have been deposited in the Gene Expression Omnibus (GEO) database and are publicly available under the series GEO: GSE280251 and GSE280252.

# Supplementary material for: SMYD3 drives cell cycle and epithelial-mesenchymal transition pathways through dual gene transcriptional repression and activation in HPV-negative head and neck cancer
**Source:** Sci Rep. 2025 Jan 6;15:984. doi: 10.1038/s41598-024-83396-2

**Supplementary Figure 1.** Western blotting for SMYD3 in nuclear extracts obtained from **(A)** four representative HPV-negative HNSCC cell lines, HN-6, HN13, YD-10B and PE/CA-PJ15 treated with two SMYD3-targeting siRNAs (siSMYD3-1, siSMYD3-2) for 3 days, and **(B)** HN-6 and three SMYD3 CRISPR KO cell lines 5-2, 5-3 and 5-11. 10-20ug of nuclear extracts were loaded. H3 was used as a control.

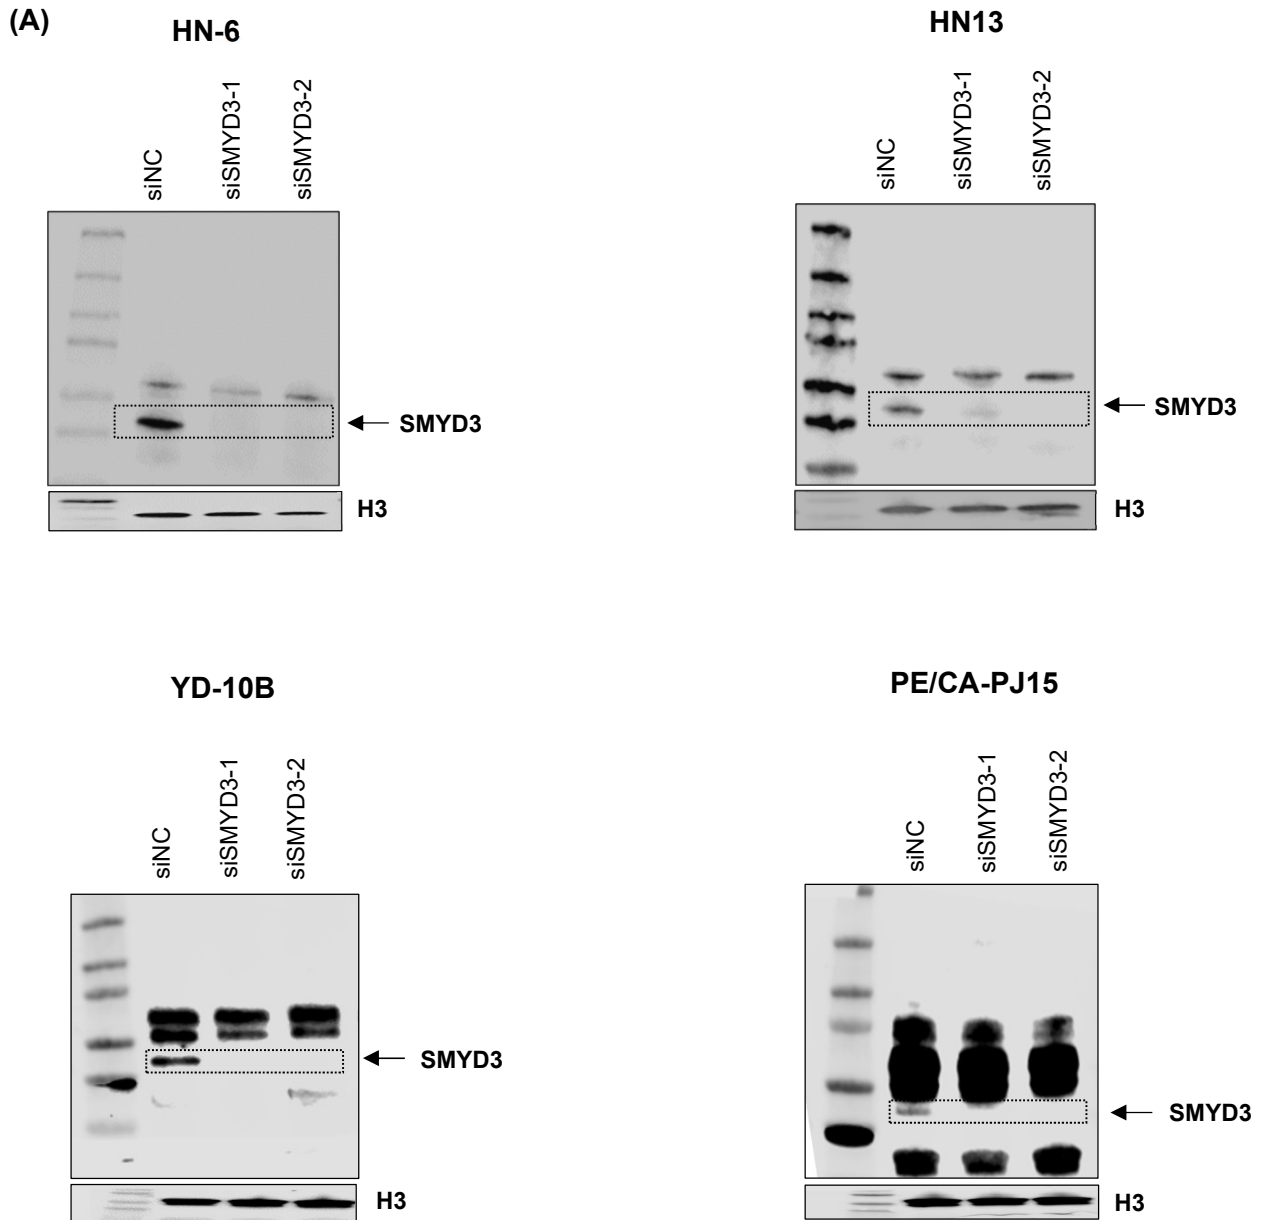

(B)

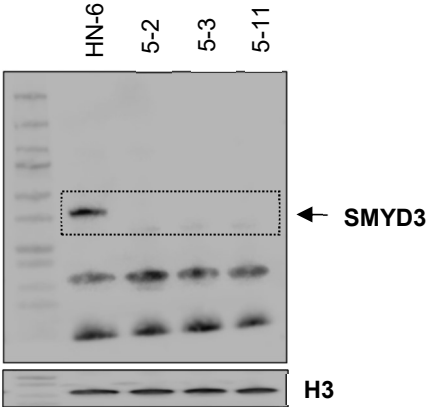

**Supplementary Figure 2.** Cell cycle flow cytometry after permanent SMYD3 knockout (CRISPR). SMYD3 KO cells (5-3) were compared to parental HN-6 cells. The left and middle panels show a representative experiment of cell cycle flow cytometry analysis of control (left) and SMYD3 siRNA (middle) treated HN-5 or SMYD3 KO 5-3 cells. The right graphs represent the average of three biological replicates. Standard errors are shown. Student t-test, \* $p < 0.05$ .

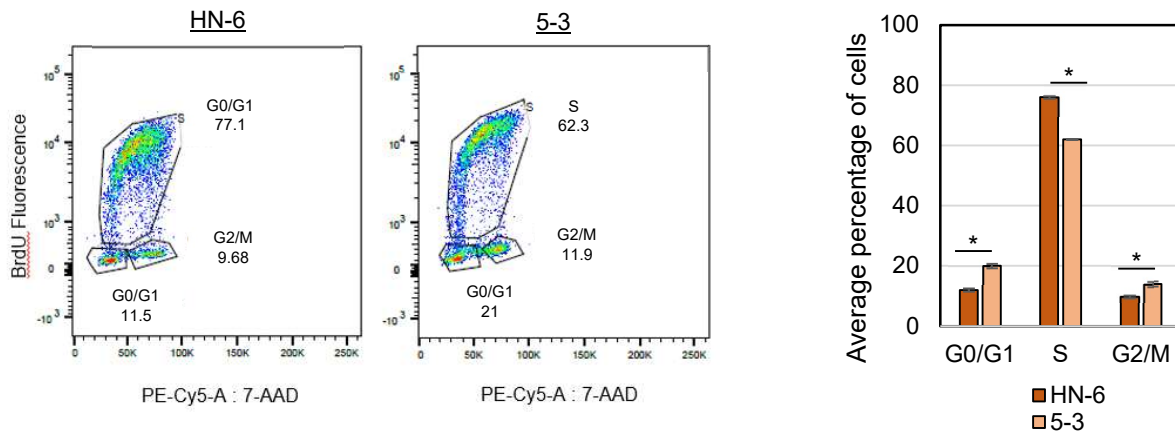

**Supplementary Figure 3.** Western blotting for SMYD3 in nuclear and cytoplasmic extracts from 6 HPV-negative HNSCC cell lines. 10ug of nuclear or cytoplasmic extracts were loaded per cell line. H3 and beta-tubulin were used as loading controls.

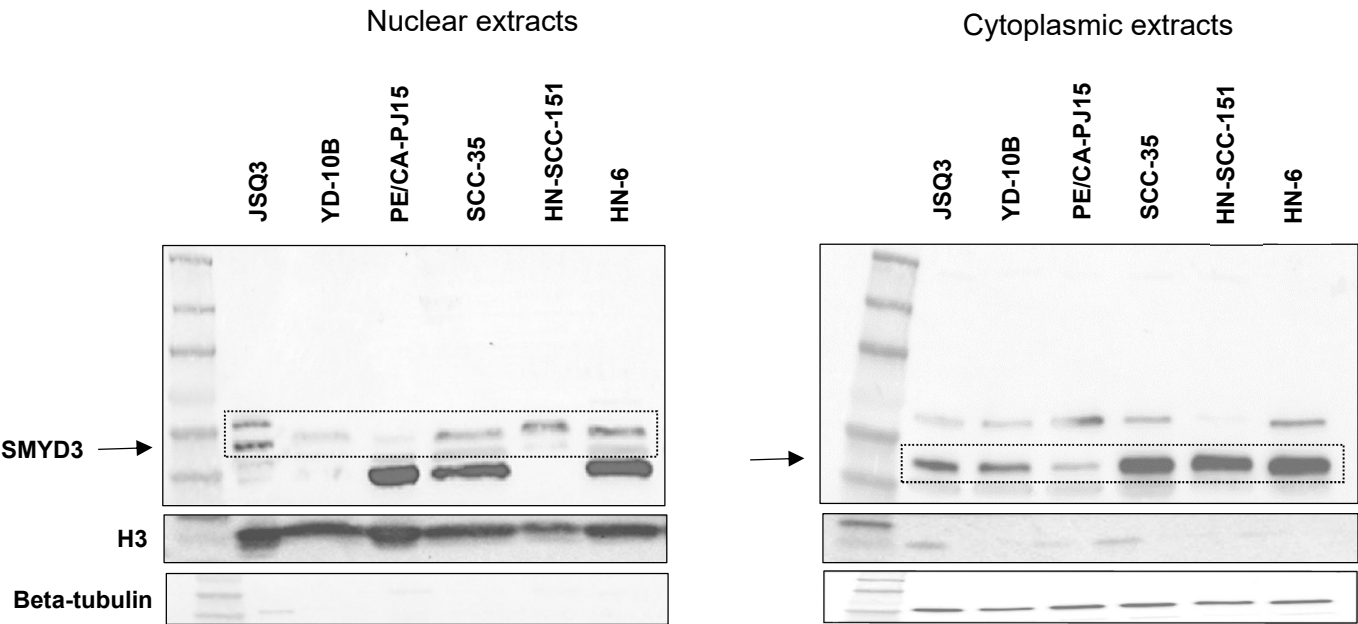

**Supplementary Figure 4.** Western blotting for H3K4me3 in nuclear extracts obtained from **(A)** HN-6 cells treated with negative control (siNC) or two SMYD3 targeting siRNAs (siSMYD3-1, siSMYD3-2). HN-6 cells were treated with siRNAs for 6 days. Results from two biological replicates are shown. Densitometry results are provided for each replicate in the graphs below each blot. **(B)** HN-6 and three SMYD3 CRISPR KO cell lines 5-2, 5-3 and 5-11. 5ug of nuclear extracts were loaded. H3 was used as a control.

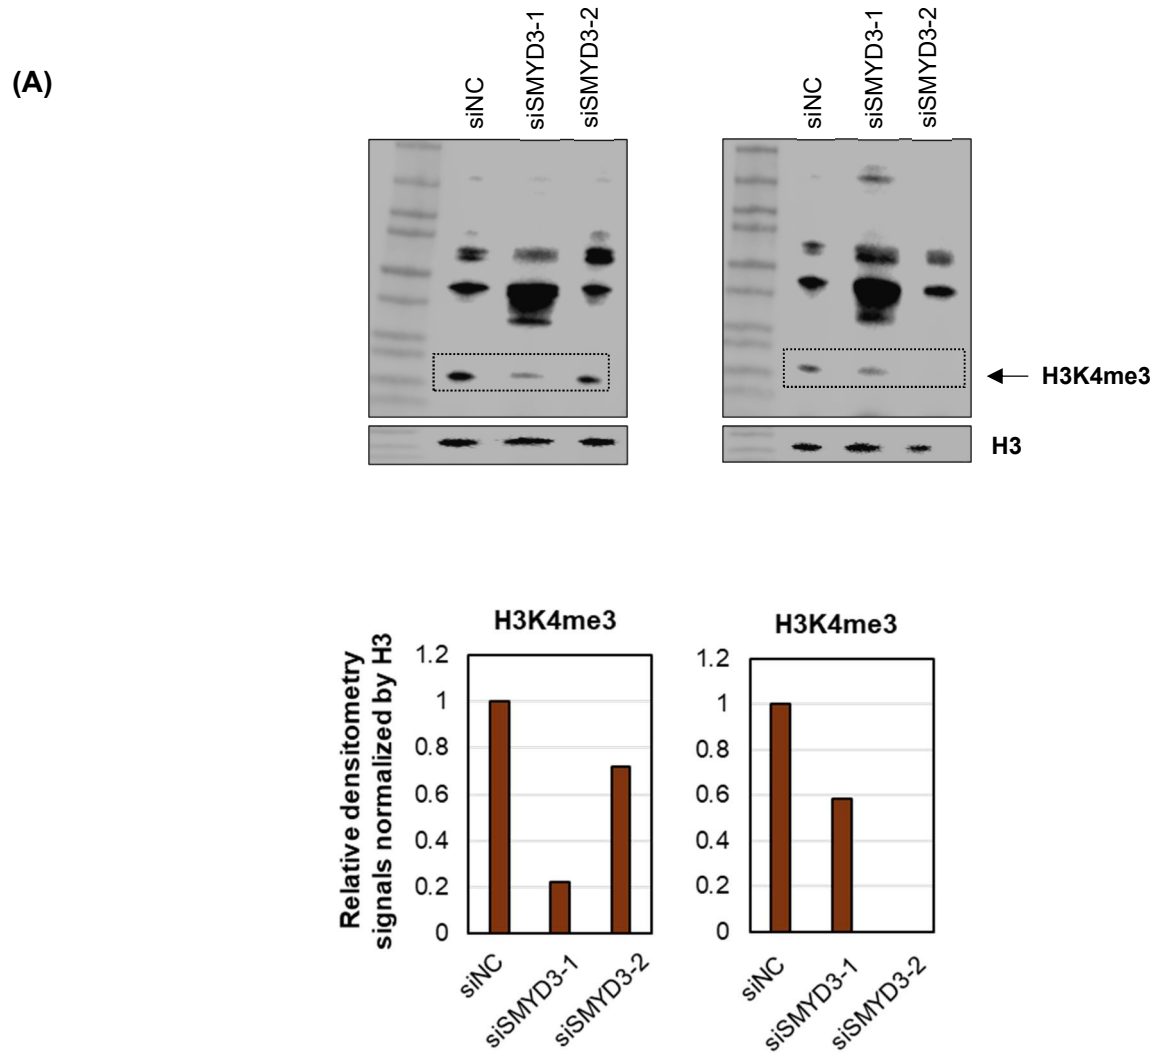

(B)

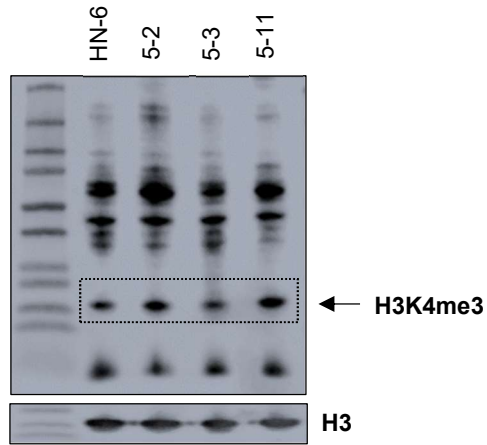

**Supplementary Figure 5. Top pie charts:** Genome-wide distribution of SMYD3 (**left**) and H3K4me3 (**right**) peaks in HN-6 cells. **Bottom pie charts:** Genome-wide distribution of significantly decreased or lost SMYD3 (**left**) and H3K4me3 (**right**) peaks after SMYD3 KO. 16,817 SMYD3 peaks and 24,456 H3K4me3 peaks were called in HN-6 cells (narrow GoPeaks). 15,284 SMYD3 peaks were lost or significantly decreased after SMYD3 KO in 5-3 compared to HN-6 cells. 75% of these peaks were intragenic (11,425) and were mapped to 6,825 genes. 18,385 H3K4me3 peaks were lost or significantly decreased after SMYD3 KO in 5-3 compared to HN-6 cells. 85% of these peaks were intragenic (15,622) and were mapped to 11,720 genes.

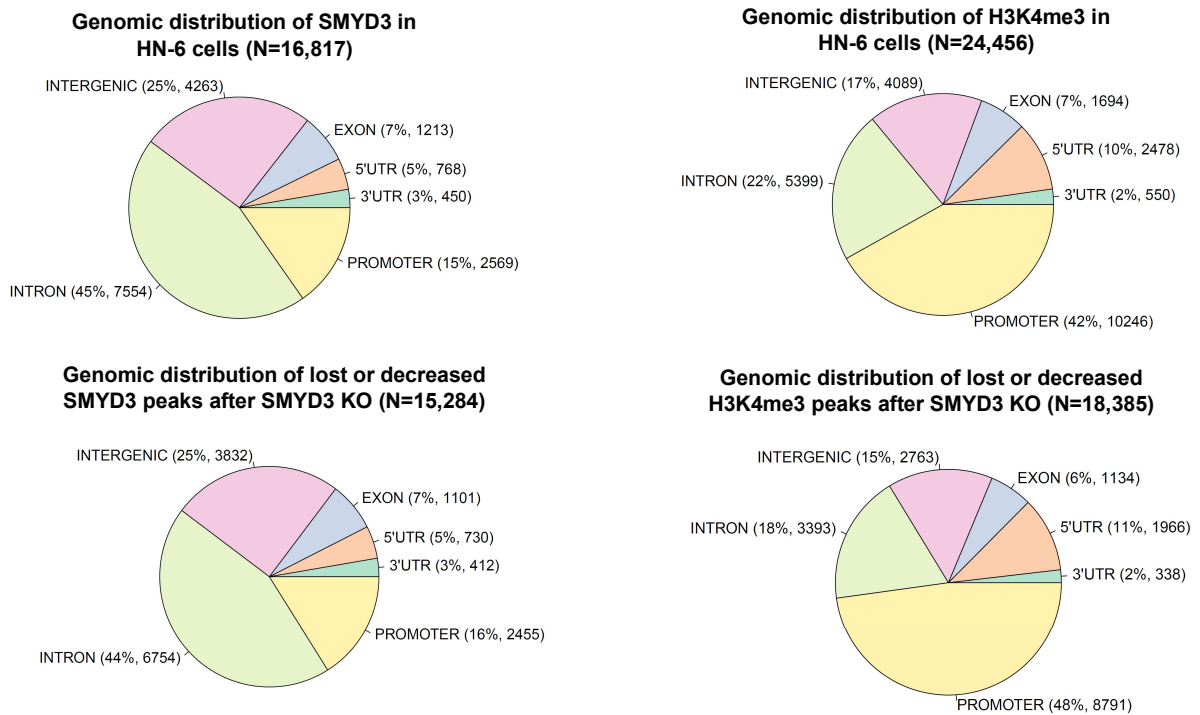

**Supplementary Figure 6.** Full length blots for Figure 4G. **(A)** SMAD2 (~52kD) and loading control tubulin, **(B)** SMAD4 (~60kD) and loading control tubulin, **(C)** PPIB (~24kD) and loading control tubulin, **(D)** THBS2 (~130kD) and loading control tubulin. Cytoplasmic extracts were obtained from parental HN-6 and SMYD3 KO 5-3 cell lines. 20ug of cytoplasmic extracts were loaded for SMAD2, SMAD4, PPIB and THBS2. The dashed rectangle shape delineates the part of the blot cropped and shown in Figure 4G. Two biological replicates are shown.

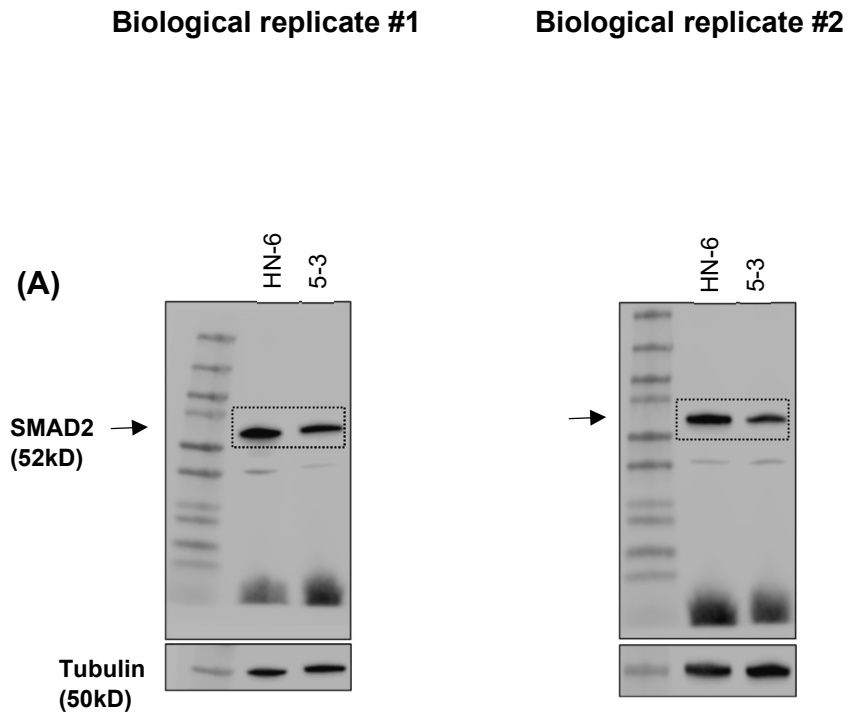

**(B)**

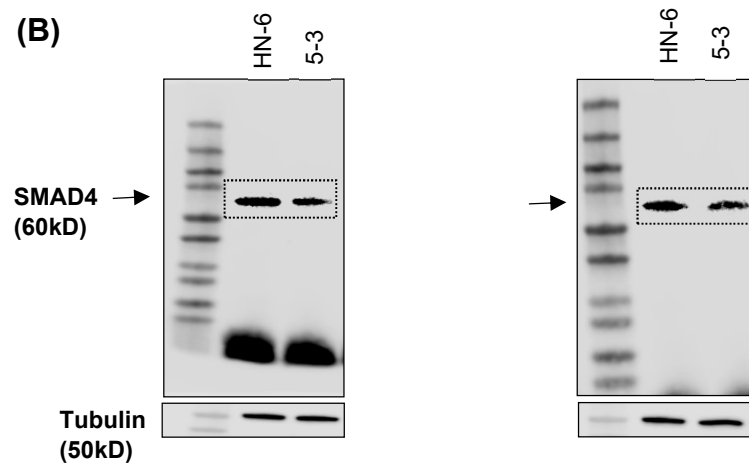

**(C)**

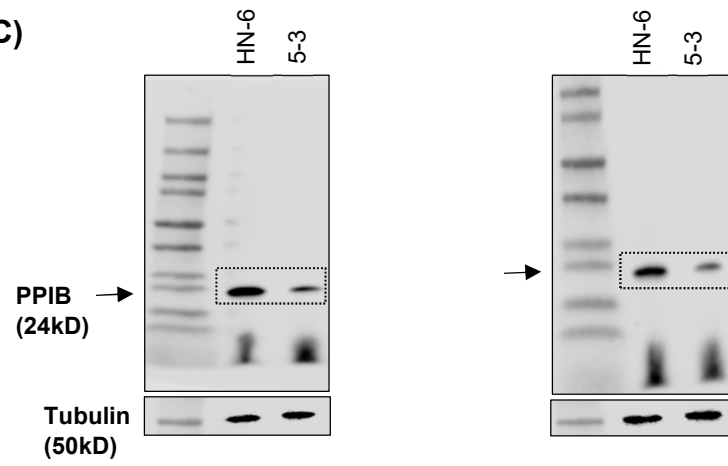

**(D)**

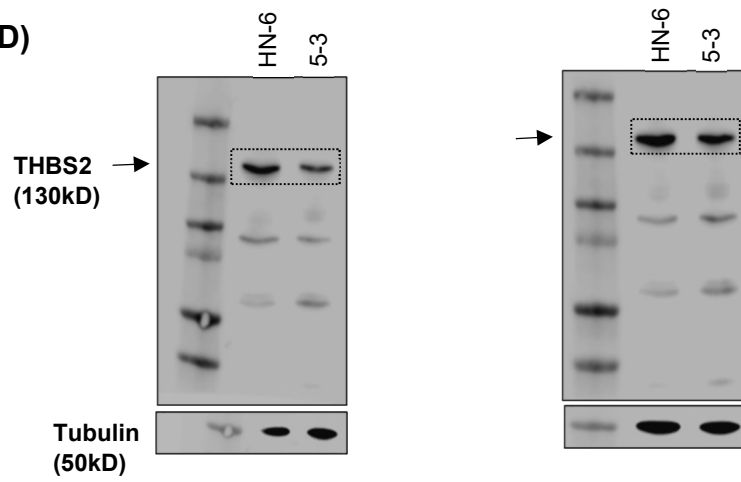

**Supplementary Figure 7. UCSC tracks of CUT&RUN for SMYD3 and H3K4me3, and RNA-seq tracks in SMYD3 KO 5-3 and HN-6 parental cells. Tracks for the cell-cycle related gene *SMAD4*, and for the EMT-related genes *PPIB*, *THBS2*, *ZEB1*, *CDH1*, *CDH2*, *VIM*, *TWIST1* and *SNAI1* are shown. SMYD3 tracks are shown in red, H3K4me3 tracks in blue and RNA-seq tracks in pink and black.**

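The RNA-seq tracks show where reads lie along each gene, whereas the values given here are the reads counted over all exons of a gene. SMAD4, the cell cycle-related gene of the set, lies on chromosome 18 of hg38 from 51028394 to 51085045 on the plus strand, and its exons overlap those of AC091551.1 on the same strand. It had 1130, 899 and 1451 counts in the HN-6 replicates and 813, 765 and 844 counts in the 5-3 replicates. Normalized, this was 32.7 ± 1.32 CPM (SD, n = 3) in HN-6 and 26.2 ± 1.25 CPM (SD, n = 3) in 5-3. The log2 fold change of -0.32 (standard error 0.0746, adjusted p = 7.20e-04 from edgeR's quasi-likelihood test) was larger than the spread between replicates, and below the fold change of 1.3 needed for a call. SMAD4 was called downregulated under scaling by library totals alone (-0.49), with upper quartile factors (-0.57) and among genes with at least 10 counts in every library (-0.40), as well as with cyclic loess normalization, chosen after the data were seen (-0.48).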

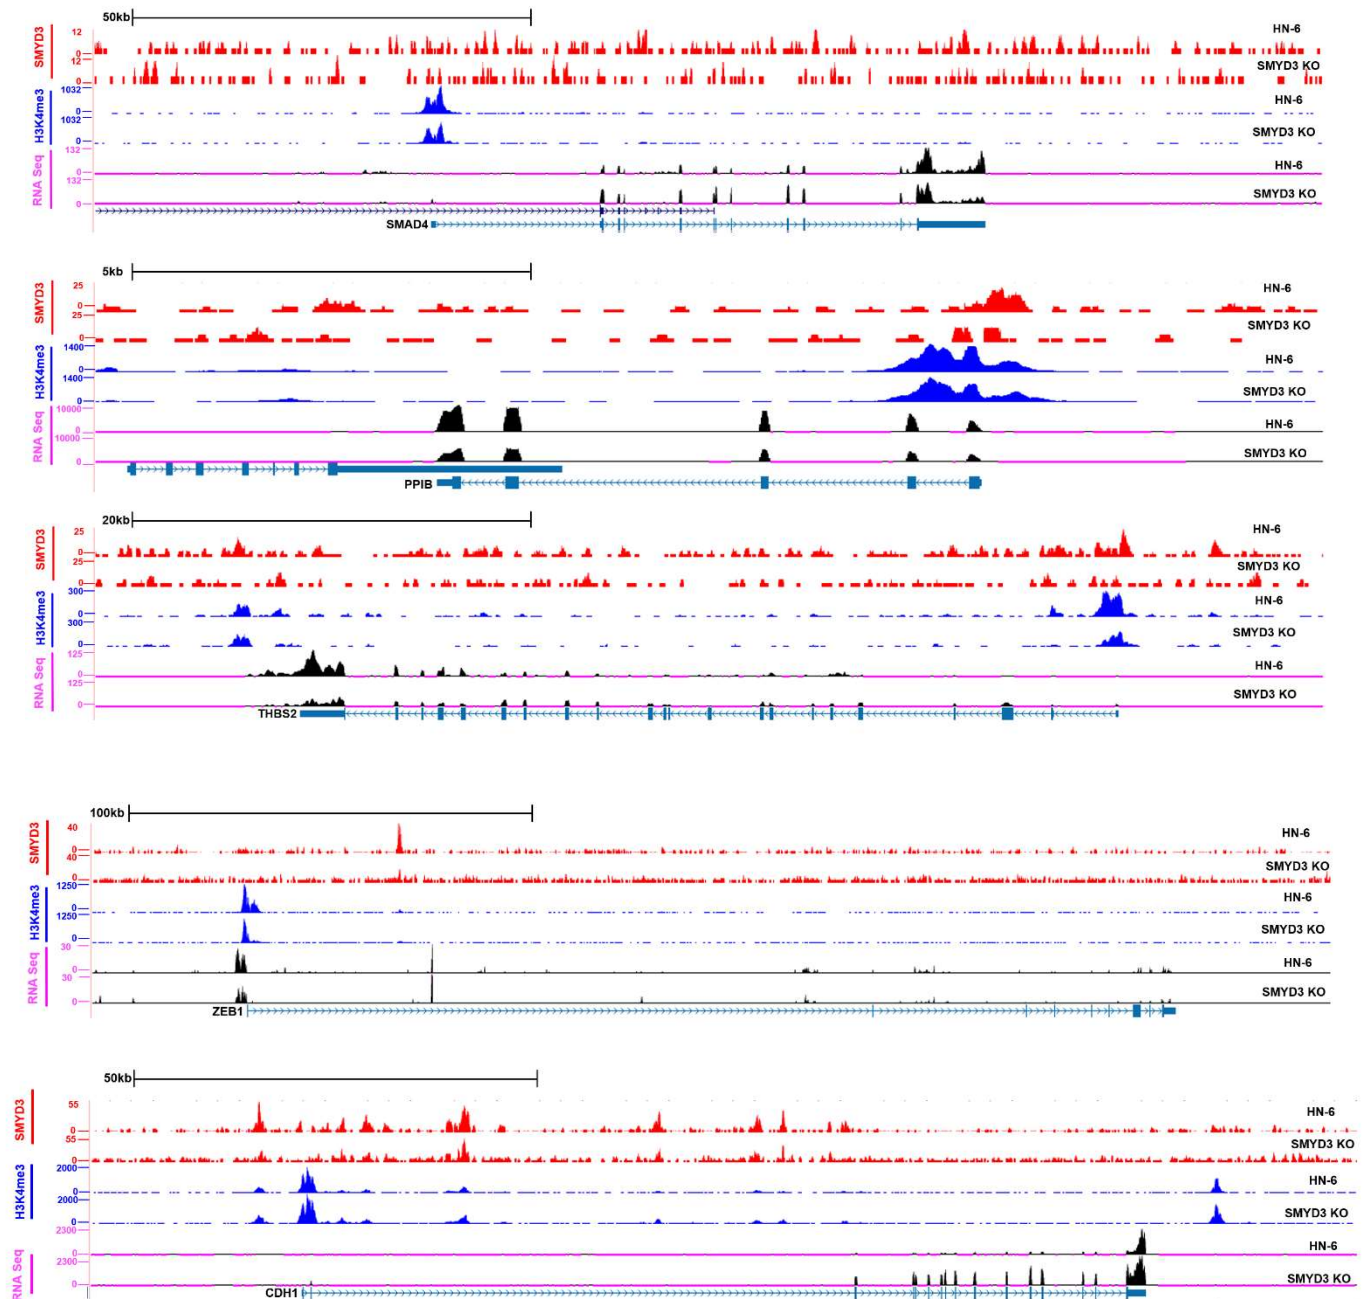

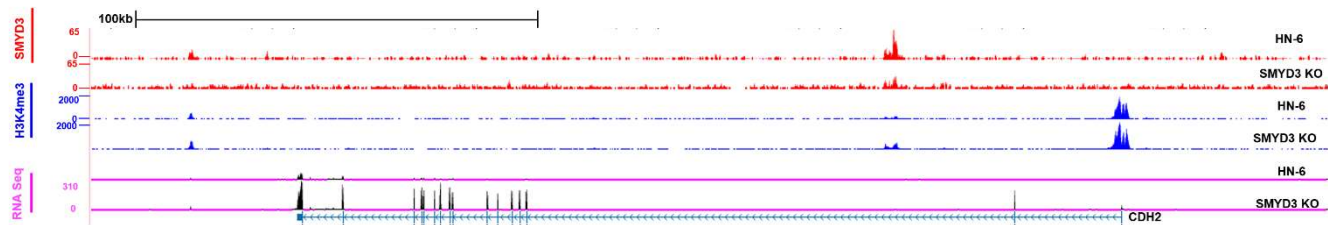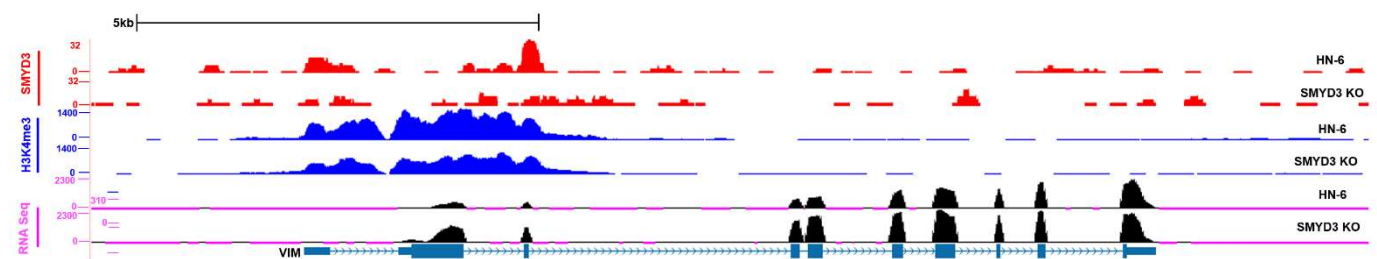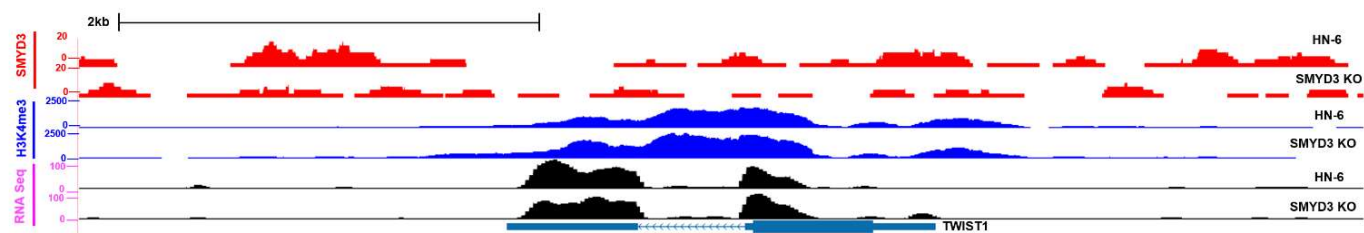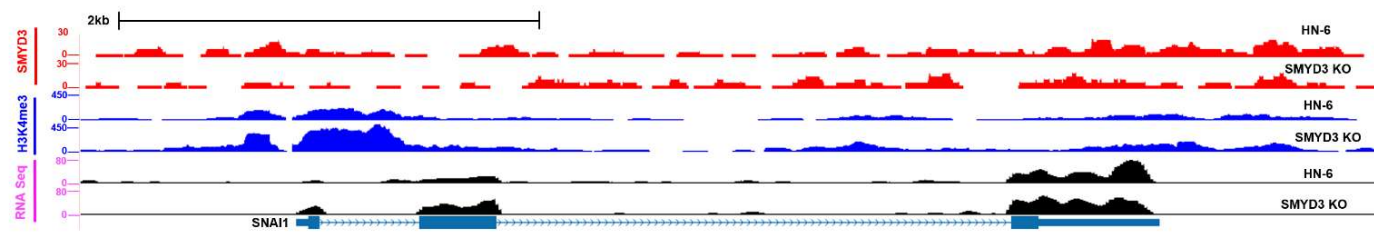

**Supplementary Figure 8. GSEA analysis for *SMYD3* mRNA in the HPV-negative cohort of the CPTAC.**

Table: Gene sets enriched in phenotype na [\[plain text format\]](#)

|    | GS<br>follow link to MSigDB                              | GS DETAILS                  | SIZE | ES   | NES  | NOM p-val | FDR q-val | FWER p-val | RANK AT MAX | LEADING EDGE                   |
|----|----------------------------------------------------------|-----------------------------|------|------|------|-----------|-----------|------------|-------------|--------------------------------|
| 1  | <a href="#">HALLMARK_E2F_TARGETS</a>                     | <a href="#">Details ...</a> | 173  | 0.67 | 3.08 | 0.000     | 0.000     | 0.000      | 2386        | tags=75%, list=25%, signal=97% |
| 2  | <a href="#">HALLMARK_G2M_CHECKPOINT</a>                  | <a href="#">Details ...</a> | 155  | 0.62 | 2.85 | 0.000     | 0.000     | 0.000      | 2517        | tags=68%, list=26%, signal=90% |
| 3  | <a href="#">HALLMARK_MYC_TARGETS_V1</a>                  | <a href="#">Details ...</a> | 190  | 0.55 | 2.57 | 0.000     | 0.000     | 0.000      | 1970        | tags=47%, list=20%, signal=58% |
| 4  | <a href="#">HALLMARK_MYC_TARGETS_V2</a>                  | <a href="#">Details ...</a> | 50   | 0.63 | 2.41 | 0.000     | 0.000     | 0.000      | 1794        | tags=64%, list=19%, signal=78% |
| 5  | <a href="#">HALLMARK_DNA_REPAIR</a>                      | <a href="#">Details ...</a> | 130  | 0.49 | 2.16 | 0.000     | 0.000     | 0.000      | 1973        | tags=42%, list=20%, signal=51% |
| 6  | <a href="#">HALLMARK_MITOTIC_SPINDLE</a>                 | <a href="#">Details ...</a> | 181  | 0.36 | 1.70 | 0.000     | 0.005     | 0.048      | 1842        | tags=29%, list=19%, signal=35% |
| 7  | <a href="#">HALLMARK_UNFOLDED_PROTEIN_RESPONSE</a>       | <a href="#">Details ...</a> | 90   | 0.38 | 1.61 | 0.004     | 0.014     | 0.144      | 2254        | tags=34%, list=23%, signal=45% |
| 8  | <a href="#">HALLMARK_WNT_BETA_CATENIN_SIGNALING</a>      | <a href="#">Details ...</a> | 22   | 0.47 | 1.47 | 0.054     | 0.049     | 0.479      | 2171        | tags=45%, list=22%, signal=58% |
| 9  | <a href="#">HALLMARK_MTORC1_SIGNALING</a>                | <a href="#">Details ...</a> | 166  | 0.29 | 1.33 | 0.031     | 0.163     | 0.915      | 3384        | tags=52%, list=35%, signal=78% |
| 10 | <a href="#">HALLMARK_SPERMATOGENESIS</a>                 | <a href="#">Details ...</a> | 55   | 0.30 | 1.15 | 0.223     | 0.487     | 1.000      | 2225        | tags=36%, list=23%, signal=47% |
| 11 | <a href="#">HALLMARK_NOTCH_SIGNALING</a>                 | <a href="#">Details ...</a> | 21   | 0.36 | 1.11 | 0.309     | 0.564     | 1.000      | 1828        | tags=38%, list=19%, signal=47% |
| 12 | <a href="#">HALLMARK_HEDGEHOG_SIGNALING</a>              | <a href="#">Details ...</a> | 23   | 0.35 | 1.09 | 0.362     | 0.578     | 1.000      | 1665        | tags=30%, list=17%, signal=37% |
| 13 | <a href="#">HALLMARK_PANCREAS_BETA_CELLS</a>             | <a href="#">Details ...</a> | 15   | 0.39 | 1.09 | 0.338     | 0.534     | 1.000      | 656         | tags=20%, list=7%, signal=21%  |
| 14 | <a href="#">HALLMARK_UV_RESPONSE_UP</a>                  | <a href="#">Details ...</a> | 113  | 0.25 | 1.07 | 0.328     | 0.545     | 1.000      | 1692        | tags=25%, list=18%, signal=30% |
| 15 | <a href="#">HALLMARK_PEROXISOME</a>                      | <a href="#">Details ...</a> | 86   | 0.24 | 1.00 | 0.455     | 0.692     | 1.000      | 2016        | tags=23%, list=21%, signal=29% |
| 16 | <a href="#">HALLMARK_GLYCOLYSIS</a>                      | <a href="#">Details ...</a> | 159  | 0.21 | 0.98 | 0.518     | 0.713     | 1.000      | 2431        | tags=28%, list=25%, signal=37% |
| 17 | <a href="#">HALLMARK_REACTIVE_OXYGEN_SPECIES_PATHWAY</a> | <a href="#">Details ...</a> | 43   | 0.23 | 0.86 | 0.709     | 1.000     | 1.000      | 2314        | tags=35%, list=24%, signal=46% |
| 18 | <a href="#">HALLMARK_CHOLESTEROL_HOMEOSTASIS</a>         | <a href="#">Details ...</a> | 58   | 0.22 | 0.84 | 0.750     | 0.991     | 1.000      | 2131        | tags=26%, list=22%, signal=33% |
| 19 | <a href="#">HALLMARK_BILE_ACID_METABOLISM</a>            | <a href="#">Details ...</a> | 67   | 0.20 | 0.78 | 0.846     | 1.000     | 1.000      | 2520        | tags=27%, list=26%, signal=36% |
| 20 | <a href="#">HALLMARK_FATTY_ACID_METABOLISM</a>           | <a href="#">Details ...</a> | 127  | 0.17 | 0.74 | 0.947     | 1.000     | 1.000      | 1629        | tags=17%, list=17%, signal=20% |
| 21 | <a href="#">HALLMARK_TGF_BETA_SIGNALING</a>              |                             | 35   | 0.19 | 0.68 | 0.926     | 1.000     | 1.000      | 2677        | tags=31%, list=28%, signal=43% |
| 22 | <a href="#">HALLMARK_XENOBIOTIC_METABOLISM</a>           |                             | 146  | 0.14 | 0.63 | 0.999     | 1.000     | 1.000      | 1766        | tags=16%, list=18%, signal=19% |
| 23 | <a href="#">HALLMARK_ADIPOGENESIS</a>                    |                             | 165  | 0.11 | 0.49 | 1.000     | 0.999     | 1.000      | 3765        | tags=40%, list=39%, signal=64% |

Table: Gene sets enriched in phenotype na [plain text format]

|    | GS<br>follow link to MSigDB                        | GS DETAILS                  | SIZE | ES    | NES   | NOM p-val | FDR q-val | FWER p-val | RANK AT MAX | LEADING EDGE                    |
|----|----------------------------------------------------|-----------------------------|------|-------|-------|-----------|-----------|------------|-------------|---------------------------------|
| 1  | <a href="#">HALLMARK_INTERFERON_GAMMA_RESPONSE</a> | <a href="#">Details ...</a> | 158  | -0.57 | -2.99 | 0.000     | 0.000     | 0.000      | 2762        | tags=73%, list=29%, signal=100% |
| 2  | <a href="#">HALLMARK_INTERFERON_ALPHA_RESPONSE</a> | <a href="#">Details ...</a> | 84   | -0.61 | -2.90 | 0.000     | 0.000     | 0.000      | 2432        | tags=74%, list=25%, signal=98%  |
| 3  | <a href="#">HALLMARK_INFLAMMATORY_RESPONSE</a>     | <a href="#">Details ...</a> | 87   | -0.58 | -2.70 | 0.000     | 0.000     | 0.000      | 2638        | tags=68%, list=27%, signal=92%  |
| 4  | <a href="#">HALLMARK_ALLOGRAFT_REJECTION</a>       | <a href="#">Details ...</a> | 116  | -0.54 | -2.65 | 0.000     | 0.000     | 0.000      | 2541        | tags=57%, list=26%, signal=76%  |
| 5  | <a href="#">HALLMARK_COMPLEMENT</a>                | <a href="#">Details ...</a> | 161  | -0.49 | -2.50 | 0.000     | 0.000     | 0.000      | 2555        | tags=50%, list=26%, signal=66%  |
| 6  | <a href="#">HALLMARK_APICAL_JUNCTION</a>           | <a href="#">Details ...</a> | 146  | -0.44 | -2.25 | 0.000     | 0.000     | 0.000      | 2556        | tags=47%, list=26%, signal=62%  |
| 7  | <a href="#">HALLMARK_KRAS_SIGNALING_DN</a>         | <a href="#">Details ...</a> | 75   | -0.47 | -2.17 | 0.000     | 0.000     | 0.000      | 2134        | tags=45%, list=22%, signal=58%  |
| 8  | <a href="#">HALLMARK_IL6_JAK_STAT3_SIGNALING</a>   | <a href="#">Details ...</a> | 43   | -0.48 | -1.98 | 0.000     | 0.000     | 0.001      | 2677        | tags=56%, list=28%, signal=77%  |
| 9  | <a href="#">HALLMARK_COAGULATION</a>               | <a href="#">Details ...</a> | 119  | -0.38 | -1.91 | 0.000     | 0.001     | 0.004      | 2762        | tags=40%, list=29%, signal=56%  |
| 10 | <a href="#">HALLMARK_P53_PATHWAY</a>               | <a href="#">Details ...</a> | 135  | -0.37 | -1.91 | 0.000     | 0.001     | 0.004      | 2519        | tags=44%, list=26%, signal=58%  |
| 11 | <a href="#">HALLMARK_KRAS_SIGNALING_UP</a>         | <a href="#">Details ...</a> | 117  | -0.37 | -1.87 | 0.000     | 0.001     | 0.007      | 2553        | tags=47%, list=26%, signal=63%  |
| 12 | <a href="#">HALLMARK_TNFA_SIGNALING_VIA_NFKB</a>   | <a href="#">Details ...</a> | 107  | -0.38 | -1.85 | 0.000     | 0.001     | 0.008      | 2491        | tags=45%, list=26%, signal=60%  |
| 13 | <a href="#">HALLMARK_IL2_STAT5_SIGNALING</a>       | <a href="#">Details ...</a> | 117  | -0.37 | -1.84 | 0.000     | 0.002     | 0.011      | 1683        | tags=29%, list=17%, signal=35%  |
| 14 | <a href="#">HALLMARK_ANGIOGENESIS</a>              | <a href="#">Details ...</a> | 29   | -0.46 | -1.70 | 0.005     | 0.005     | 0.035      | 2354        | tags=41%, list=24%, signal=55%  |
| 15 | <a href="#">HALLMARK_PI3K_AKT_MTOR_SIGNALING</a>   | <a href="#">Details ...</a> | 83   | -0.35 | -1.63 | 0.000     | 0.008     | 0.056      | 1098        | tags=24%, list=11%, signal=27%  |
| 16 | <a href="#">HALLMARK_ESTROGEN_RESPONSE_LATE</a>    | <a href="#">Details ...</a> | 132  | -0.32 | -1.63 | 0.000     | 0.008     | 0.059      | 2541        | tags=42%, list=26%, signal=57%  |
| 17 | <a href="#">HALLMARK_MYOGENESIS</a>                | <a href="#">Details ...</a> | 164  | -0.29 | -1.53 | 0.000     | 0.017     | 0.135      | 4000        | tags=52%, list=41%, signal=87%  |
| 18 | <a href="#">HALLMARK_APOPTOSIS</a>                 | <a href="#">Details ...</a> | 120  | -0.29 | -1.48 | 0.008     | 0.024     | 0.190      | 2335        | tags=38%, list=24%, signal=50%  |
| 19 | <a href="#">HALLMARK_PROTEIN_SECRETION</a>         | <a href="#">Details ...</a> | 94   | -0.29 | -1.40 | 0.018     | 0.043     | 0.322      | 2655        | tags=36%, list=27%, signal=49%  |
| 20 | <a href="#">HALLMARK_APICAL_SURFACE</a>            | <a href="#">Details ...</a> | 27   | -0.32 | -1.18 | 0.219     | 0.206     | 0.877      | 2002        | tags=33%, list=21%, signal=42%  |
| 21 | HALLMARK_ESTROGEN_RESPONSE_EARLY                   |                             | 129  | -0.23 | -1.15 | 0.163     | 0.230     | 0.912      | 2685        | tags=39%, list=28%, signal=53%  |
| 22 | HALLMARK_EPITHELIAL_MESENCHYMAL_TRANSITION         |                             | 165  | -0.22 | -1.14 | 0.134     | 0.236     | 0.932      | 3392        | tags=43%, list=35%, signal=65%  |
| 23 | HALLMARK_HYPOXIA                                   |                             | 141  | -0.21 | -1.09 | 0.241     | 0.305     | 0.974      | 1965        | tags=24%, list=20%, signal=30%  |
| 24 | HALLMARK_UV_RESPONSE_DN                            |                             | 110  | -0.18 | -0.89 | 0.768     | 0.822     | 1.000      | 3201        | tags=43%, list=33%, signal=63%  |
| 25 | HALLMARK_HEME_METABOLISM                           |                             | 142  | -0.17 | -0.88 | 0.824     | 0.819     | 1.000      | 2820        | tags=33%, list=29%, signal=46%  |
| 26 | HALLMARK_ANDROGEN_RESPONSE                         |                             | 71   | -0.16 | -0.76 | 0.960     | 0.973     | 1.000      | 1991        | tags=21%, list=21%, signal=26%  |
| 27 | HALLMARK_OXIDATIVE_PHOSPHORYLATION                 |                             | 195  | -0.10 | -0.54 | 1.000     | 0.998     | 1.000      | 1871        | tags=12%, list=19%, signal=15%  |

**Supplementary Figure 9. Correlations between SMYD3 and cell cycle- or EMT-related genes in the TCGA (mRNA levels) (A) and CPTAC (protein levels) (B) in the respective datasets of HPV-negative HNSCC cohorts. Correlation co-efficients R and p-values shown.**

**(A) TCGA**

**Cell cycle-related genes**

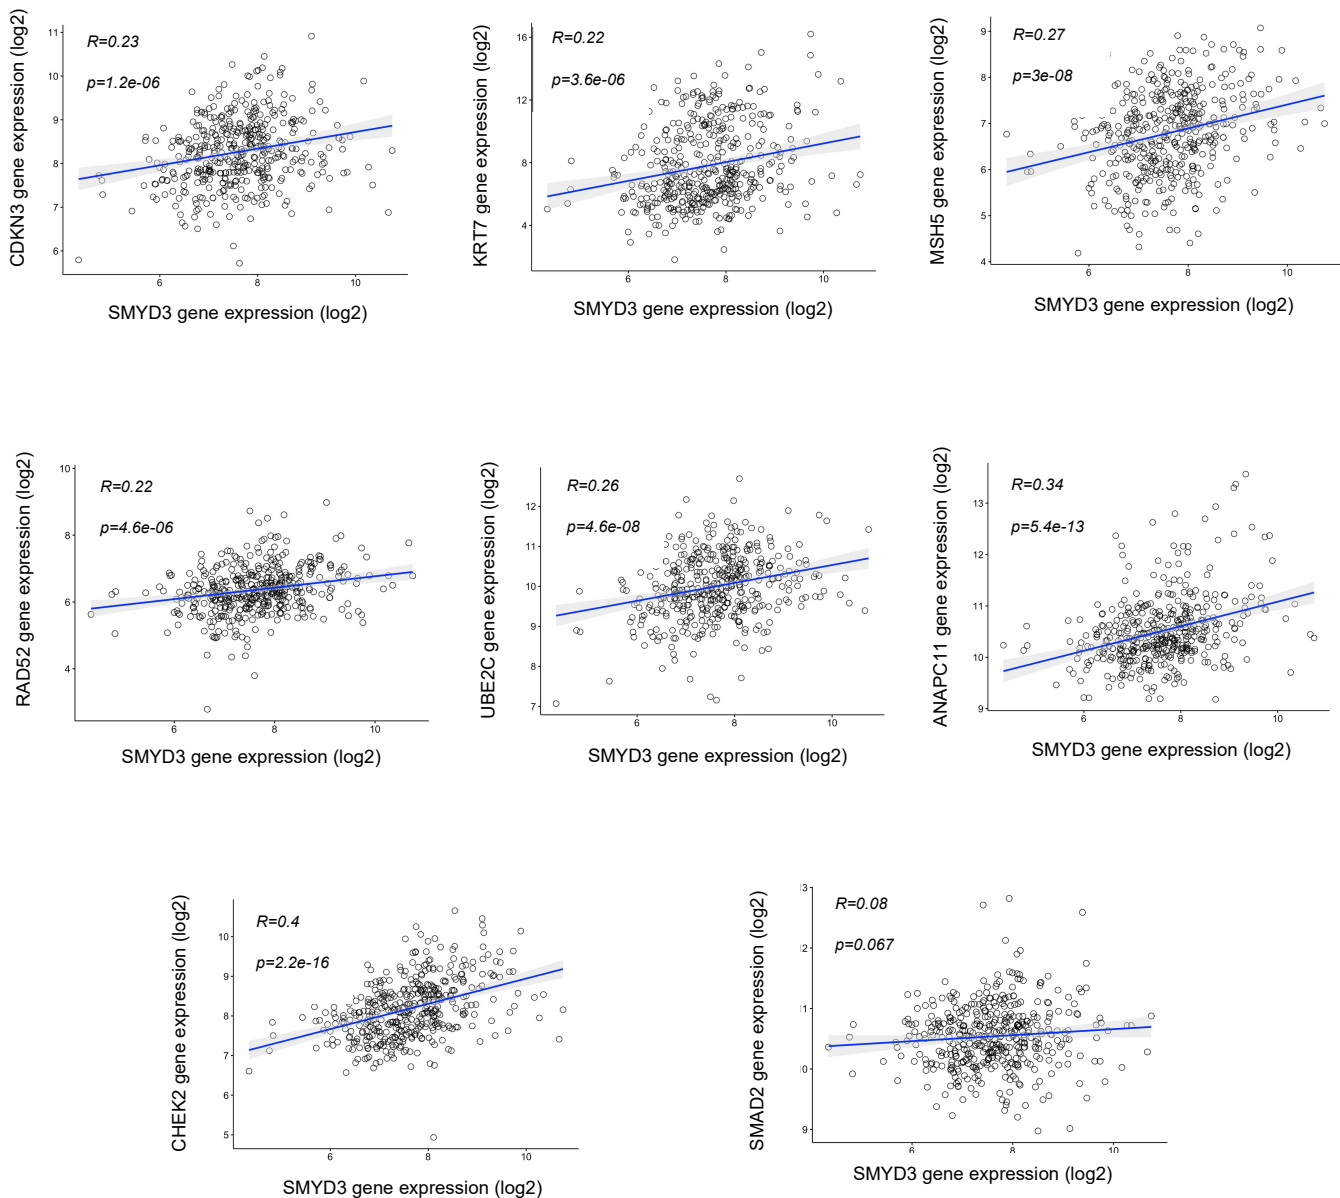

## EMT-related genes

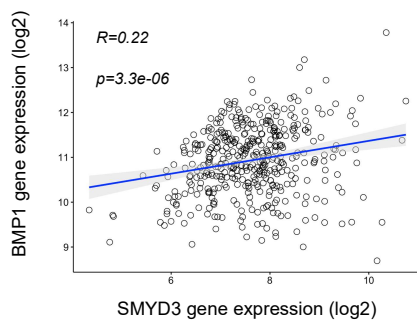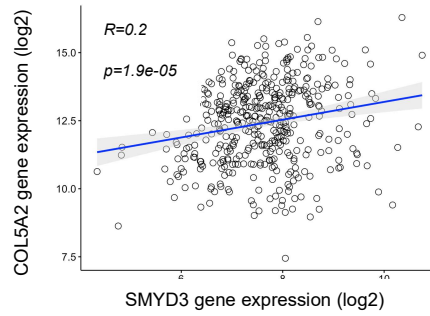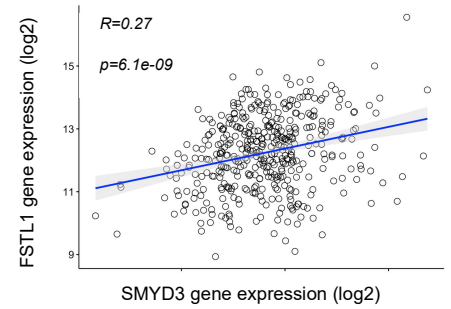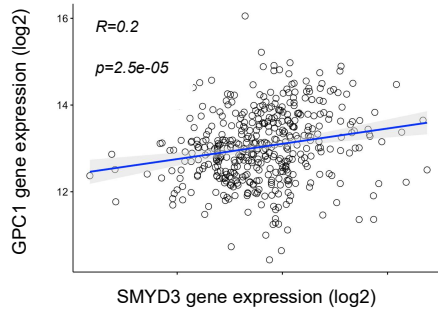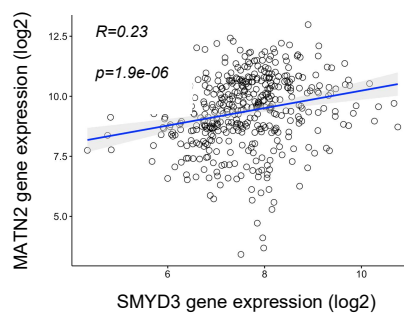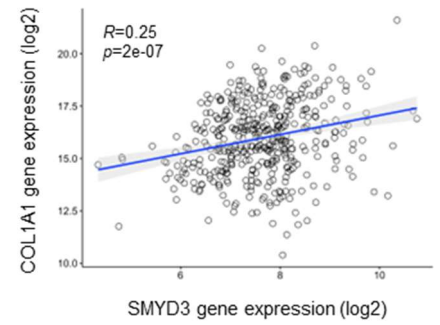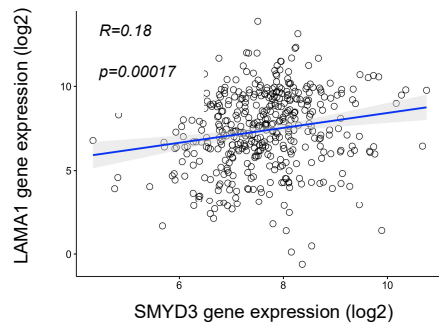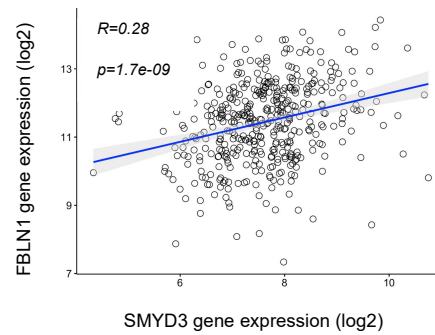

## (B) CPTAC

### Cell cycle-related genes

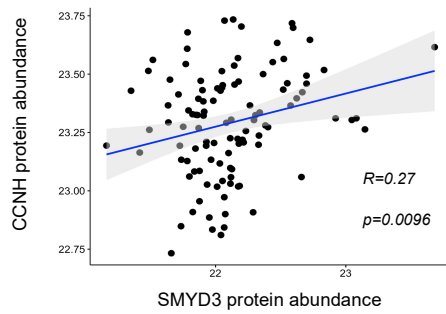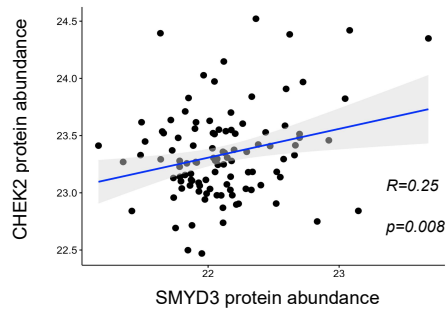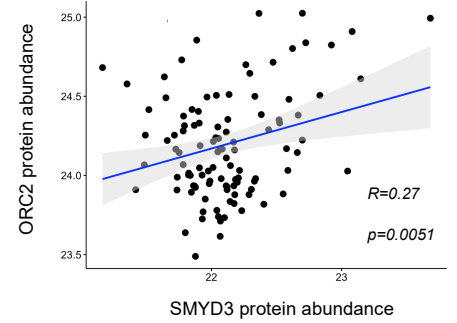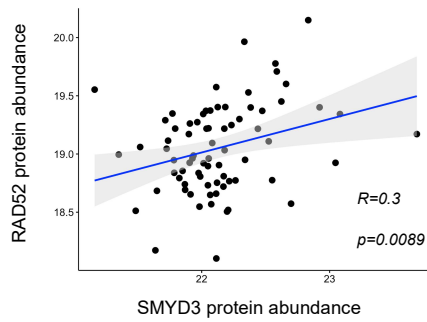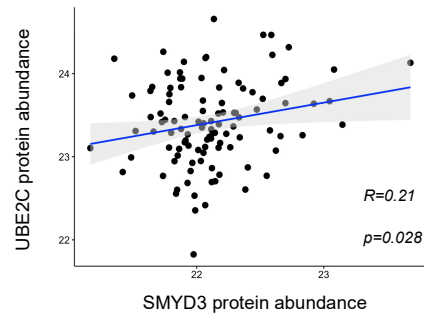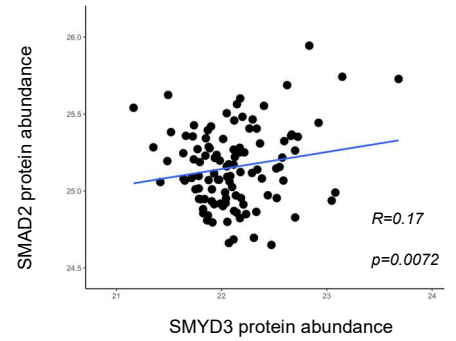

### EMT-related genes

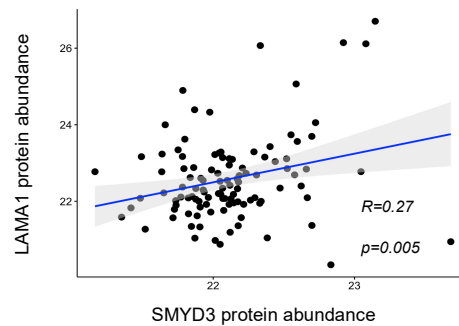

**Supplementary Figure 10. Survival Kaplan-Meier curves based on SMYD3 mRNA and protein levels in HPV-negative HNSCC patients.** Three independent cohorts of HPV-negative HNSCC patients were utilized (TCGA, University of Chicago cohort, CPTAC). Kaplan-Meier curves for progression-free survival **(A)**, and for overall (top) and progression-free survival (bottom) **(B, C)** based on SMYD3 expression levels. **(A)** TCGA HPV-negative HNSCC database (n=483). **(B)** The University of Chicago cohort (n=39). SMYD3 protein levels were semi-quantitatively assessed and binned into three scores: IHC score 1, 2 and 3. **(C)** CPTAC HPV-negative HNSCC database (n=108). Log-rank test p-values are shown.

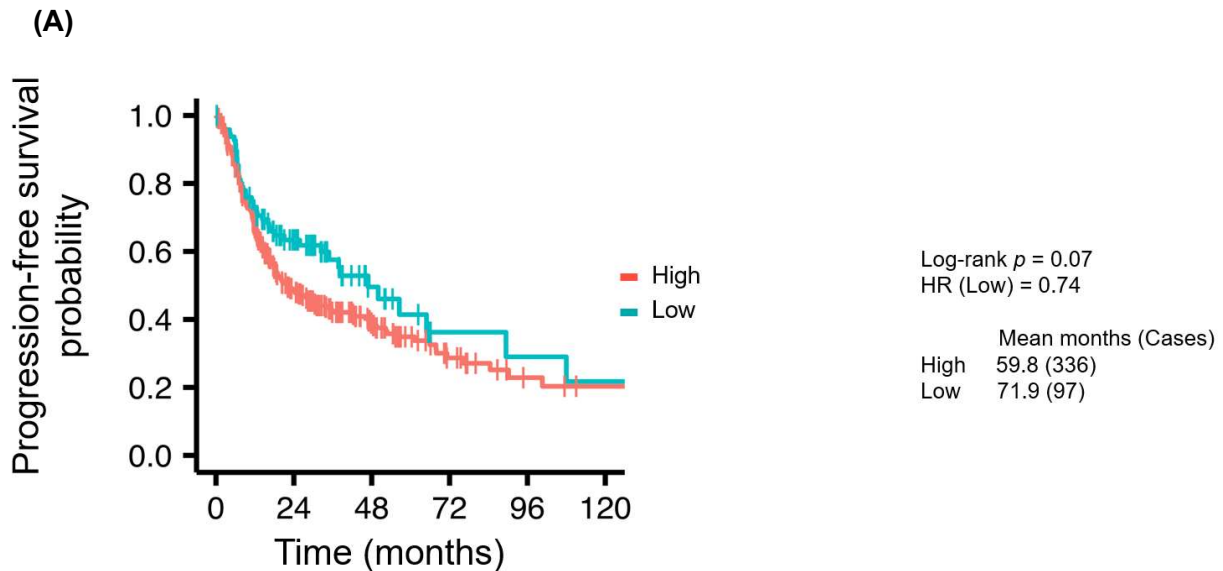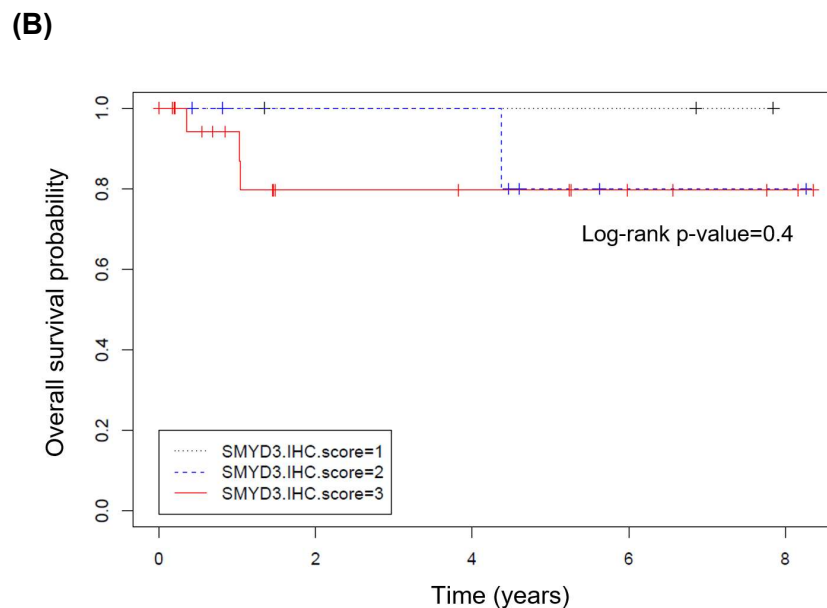

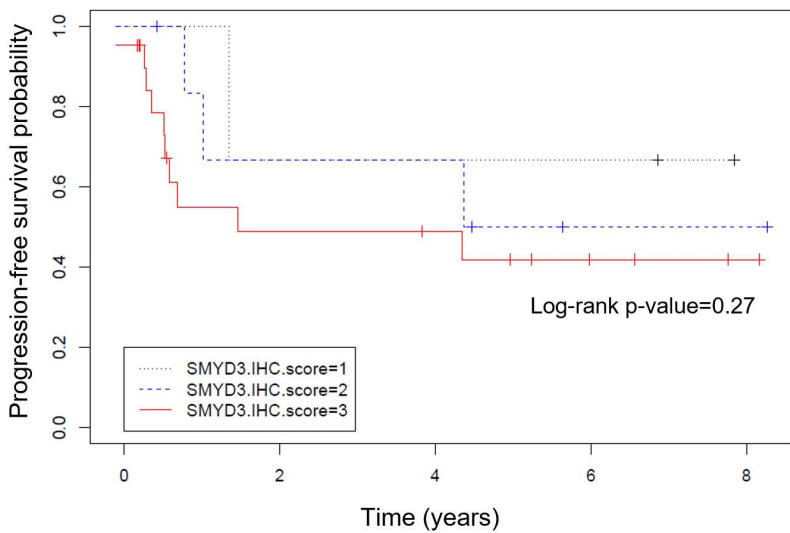

(C)

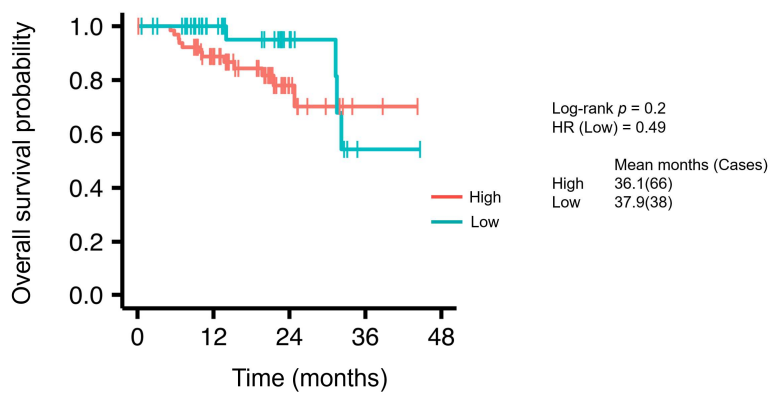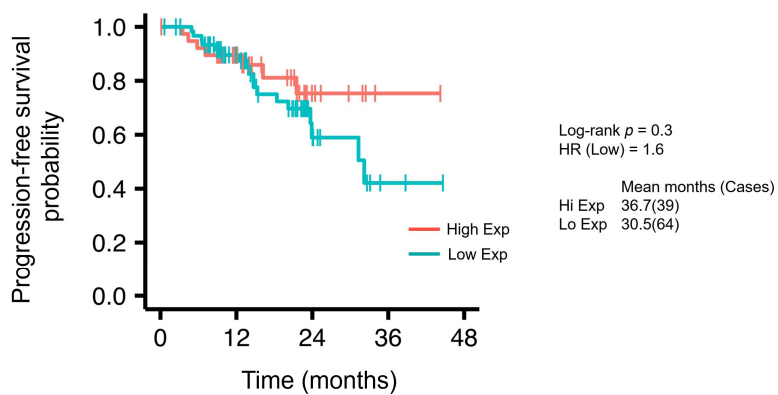

**Supplement:** Supplementary file 1 — Supplementary Information 1.

How the deposited data were processed for this re-analysis (not part of the article)

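RNA-seq was measured in 3 libraries of the parental HN-6 cell line and 3 libraries of its SMYD3 KO line 5-3. The authors trimmed the reads with Cutadapt, aligned them to hg38 with STAR and counted them on genes with featureCounts. They deposited the raw counts per gene, without normalization, in a table of 57316 genes. The table held 0 columns of other samples and 0 duplicated gene names. The release of the gene annotation, the use of strand in counting and the treatment of reads with several alignments are not stated in the paper's text. Gene positions are those of the deposited table. Of its gene names, 36650 are in GENCODE v44, and 36642 of these overlap the position given there.

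Counts were tested in R 4.3.3 with edgeR 4.0.16 (glmQLFit and glmQLFTest), with TMM factors and edgeR's default filter, which kept 17694 genes. P-values were adjusted by the Benjamini-Hochberg method. A call needed an adjusted p-value under 0.1 and an absolute log2 fold change over log2 of 1.3. The common biological coefficient of variation was 0.0672. Totals between 26531823 and 43477243 counts per library limit the precision mainly for genes with few counts, such as ZEB1, FBLN5 and CDKN2A. A fold change against a line whose libraries all had at most 3 counts is given as a lower bound, computed at 3 counts.

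Gene sets were tested with camera (preset correlation between genes 0.01) and fry of limma 3.58.1, and with fgsea 1.28.0 using 10000 permutations, in a family of 6 lists. The lists were the cell cycle and EMT lists of Supplementary Table 3, the S phase and G2/M lists of Seurat 5.3.0, and lists of interferon response and antigen presentation genes. The S phase list shares 11 genes with the cell cycle list, and the G2/M list shares 20. Medians of lists and chromosomes were set against 10000 random lists of the same size matched on mean expression in 10 bins. The calls on genes with and without SMYD3 peaks, as listed in Supplementary Table 4, were compared with Fisher's exact test. The neighbour correlation along chromosomes was compared with 1000 shuffles of gene order within chromosomes.

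The alternatives were DESeq2's size factors in edgeR, library totals alone, upper quartile factors, no filter, at least 10 counts in every library, the replicate number as a block, glmTreat, DESeq2 1.42.0 with and without ashr 2.2.63, limma-voom, other thresholds and leaving out each of the 6 libraries. All but cyclic loess normalization, the fit without mitochondrial genes and scaling to GAPDH were chosen before the data were examined. The genes named were SMYD3, the genes whose expression or occupancy the paper states, its qPCR genes, SMYD3 targets it cites from other work, and the 3 genes with the largest rise and the 3 with the largest fall over all genes and in each part of Supplementary Table 5, with a mean log2 CPM over 1 and no overlap between the lines. GAPDH was chosen after the values were seen.

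The tests were tested on simulated data with 200 changed genes among 17291. EdgeR recovered 200 with 7 false calls, DESeq2 with ashr recovered 196 and glmTreat recovered 195. The simulated changes were well above the cut-off, took either direction at random and did not rise with mean expression. In the data most genes tested were called and log2 fold changes rose with mean expression. The simulation therefore does not measure the false calls between the lines or the effect of the scaling. CUT&RUN, flow cytometry, qPCR and patient data were not analysed here. The tables of cluster membership (Supplementary Tables 1 and 2) and the Hallmark sets were not used here.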

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

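Of the tests in this part, those of matched random lists on chromosomes and of neighbouring genes were planned, while the comparison of blocks of genes, the quartiles of chromosomes and the reading of the lists against mean expression were chosen after the result was seen.

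SERPINB2, a gene the paper does not discuss, had 0, 0 and 0 counts in the HN-6 replicates and 249, 162 and 308 counts in the 5-3 replicates. Its CPM in 5-3 was at least 87.3-fold higher than the level that 3 counts allow in HN-6. It overlaps SERPINB10 on the same strand, and the sharing of reads between the genes was not tested. Library size does not account for the difference, since HN-6 replicate 3 was the largest library. Knockout of SMYD3 and the outgrowth of one cell line from a parental population remain open, and the design with 1 knockout line gives no test between them.

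MKI67 mRNA, which encodes the proliferation marker Ki-67, was higher in 5-3 in 3 of 3 replicates. It rose from 367.3 ± 36.9 CPM (SD, n = 3) to 802.5 ± 100.1 CPM (SD, n = 3), a log2 fold change of 1.13 (standard error 0.0853, adjusted p = 3.38e-10 from edgeR's quasi-likelihood test). The paper measured Ki-67 protein in tumors of other KO lines, 5-2 and 5-11, and not in 5-3. Over the alternatives other than leaving out a library, the log2 fold change of MKI67 was from 0.69 to 1.16. The growth state of the cultures at harvest may differ between the lines, and no value here separates it from the knockout.

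The S phase genes, a list of 43, were higher in 5-3, with 37 called upregulated and 0 called downregulated (at an unadjusted p under 0.05, 39 higher and 0 lower), and a median log2 fold change of 1.28. The paper reports fewer cells in S phase by flow cytometry in SMYD3 KO lines, 5-3 among them (Supplementary Fig. 2), so the mRNA and the cell counts of this line point in opposite directions. Log2 fold changes rise with mean expression in this comparison, so the list was set against random lists matched on mean expression, whose median was 0.31. The list lay at percentile 100 among them, which argues against the dependence on mean expression as the whole reason. After cyclic loess normalization the median was still 0.91. Under camera 1 of the 10 splits of the 6 libraries, the real one, gave a p-value as small, and no design of 3 against 3 can go below that share. The other splits also gave small p-values under camera, from 1.26e-14 to 1.69e-05, so the rank of the real split is weak evidence. The call was lost where camera estimated the correlation between genes (adjusted p = 0.212, with adjusted p from 5.27e-31 to 0.212 over the alternatives). Cell cycle composition at harvest and the knockout itself remain open.

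Genes of chromosome 9 had a median log2 fold change of 0.37 over 704 genes, with 341 upregulated and 172 downregulated. Among 24 chromosomes without the mitochondrial one, 13 had medians outside the central 95% of random lists matched on mean expression. This argues against mean expression as the reason. The medians of chromosomes 13, 14 and 15 were -0.44, -0.51 and -0.34. Neighbouring genes changed together, with a rank correlation across genes of 0.148 against 0.0213 in shuffled orders (permutation p = 0.001, the smallest that 1000 shuffles can give). Gains or losses of segments of about a chromosome arm in 5-3 would make blocks of 25 genes with 25 genes between them similar beyond what shuffles within chromosomes give. Their rank correlation was 0.280, against a mean of 0.351 in shuffles (permutation p = 0.991), and genes 50 positions apart gave 0.0216 (permutation p = 0.447). On simulated gains of part of 3 chromosomes, by 0.58 on the log2 scale, the blocks found 5 of 5 and the pairs of genes 1 of 5, so smaller or weaker segments stay open. A gain of the whole of chromosome 9 may also explain its median. The lower quartile of chromosome 9 was shifted by 0.44 against the other chromosomes and its upper quartile by 0.50, as a gain would give. Without DNA data, dosage of whole chromosomes and regulation of genes on them cannot be told apart.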

How the results depend on the processing

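In this part, cyclic loess normalization and the fit without mitochondrial genes were chosen after the data were seen.

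A threshold of 1 on the log2 fold change moved the counts by its own construction. It left 2118 upregulated and 3909 downregulated genes, 27 and 2 cell cycle genes of Supplementary Table 5A, and 25 and 9 EMT genes of Supplementary Table 5B. Under this threshold the comparison of genes with a SMYD3 peak against genes with an H3K4me3 peak only reversed its direction, with an odds ratio of 0.991 and p = 1 in Fisher's exact test, where the p-values over the other planned settings were from 0.246 upward. The downregulated genes of Supplementary Table 5A, 10 in number, were 17 with upper quartile factors, 16 with cyclic loess normalization and 17 without a cut-off on the fold change. In the same order, its upregulated genes, 68 in number, were 50, 50 and 81. The cause was not tested for the scalings.

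With the correlation between genes estimated by camera, no list kept its call. The adjusted p was 0.212 for the cell cycle, EMT, S phase and interferon lists, 0.422 for the G2/M list and 0.448 for the antigen presentation list. Camera's estimate uses 6 libraries, and the cause was not tested further. After cyclic loess normalization the EMT list (adjusted p = 0.129 from limma's camera) and the G2/M list (adjusted p = 0.315 from limma's camera) also lost their calls. Over the alternatives the adjusted p ranged from 1.43e-06 to 0.212 for the EMT list and from 4.70e-09 to 0.422 for the G2/M list.

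DESeq2 with ashr, as the paper used, gave 5604 upregulated and 6129 downregulated genes, and kept 11567 of the 12105 genes called by edgeR. Cyclic loess normalization gave 5520 and 5501 genes and kept 8842 of them, and its median log2 fold change over all genes was 0.0046. Across the 6 fits that each left out one library, from 5511 to 5715 genes were upregulated and from 6497 to 6792 downregulated. The same fits gave from 67 to 69 upregulated and from 9 to 11 downregulated genes in Supplementary Table 5A, and from 37 to 42 and from 15 to 17 in Supplementary Table 5B.

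For the 50 named genes, 822 results in other fits kept their direction and their side of the cut-offs, 6 were weaker, 11 stronger and 2 reversed. The reversed results were VIM, at -0.078, and TWIST1, at 0.20, both after cyclic loess normalization, and the cause was not tested. LAMA1 lost its call without 5-3 replicate 3 (-0.26), and VIM gained one without HN-6 replicate 2 (0.52). With upper quartile factors CDKN2A lost its call (0.41), while SMAD4 (-0.57), SUGT1 (-0.58) and IGFBP4 (-0.49) gained one.

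The lines share replicate numbers, but same-numbered libraries did not deviate together (correlations of -0.0772, 0.0281 and 0.0296). With the replicate number as a block, 5521 genes were upregulated and 6546 downregulated, and the block changed no call among the named genes or in the tests of gene lists. In Supplementary Table 5A it gave 9 downregulated genes in place of 10.

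Depth limits genes such as ZEB1, with 9 to 63 counts per library, and FBLN5, with 1 to 3 counts in 5-3. The filter of at least 10 counts in every library leaves both out, as it does SERPINB2, KCTD12 and CP.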

Differences from the paper's values

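The comparison of qPCR genes after scaling to GAPDH was chosen after the values were seen.

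The paper gives 68 M to 130 M pass filter reads per library, while 26.5 M to 43.5 M were counted on genes. The paper's number counts reads before alignment, so these are different quantities, and no alternative changes the totals.

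Values for mRNA in 5-3 relative to HN-6 were read by eye from Fig. 4F, where the paper used qPCR normalized to GAPDH, and set beside the RNA-seq. For SMAD2, the paper's value is about 0.57 in Fig. 4F, read by eye, against 0.943 here. Library totals alone (0.839) and upper quartile factors (0.789) brought SMAD2 within 1.5-fold of the paper's value, and the other alternatives set before the data were examined did not. For SMAD4 the paper's value is about 0.53 in Fig. 4F, read by eye, against 0.803. Among the alternatives set before the data were examined, library totals alone (0.714), upper quartile factors (0.672), at least 10 counts in every library (0.759) and the fit without HN-6 replicate 3 (0.788) brought it within 1.5-fold, and the others did not. For THBS2 the paper's value is about 0.35 in Fig. 4F, read by eye, against 0.619, and of the alternatives set before the data were examined only upper quartile factors (0.519) closed the gap.

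For the other genes none of the alternatives set before the data were examined closed the gap. The paper's values in Fig. 4F, read by eye, are about 0.22 for PPIB against 0.452 here, about 0.08 for LRP1 against 0.295, about 0.05 for GJA1 against 0.241 and about 0.48 for SPP1 against 0.245. For HTRA1 the value in Fig. 4F, read by eye, is about 0.05 against 0.102, and for LAMA1 about 0.22 against 0.708. Of 12 genes compared in this way, 9 differed by more than 1.5-fold. All 12 were below 1 in both the figure and the RNA-seq, so the direction was the same, though the fall of SMAD2 was within the spread between replicates. Scaled to GAPDH, which was chosen after seeing the values, 2 of the 12 lay within 1.5-fold of the figure, and SMAD2 and SMAD4 were at 1.17 and 0.996.

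The legend of Fig. 4H describes a fall of SMAD2 mRNA together with the SMYD3 peak, while the log2 fold change of SMAD2 was -0.084 and no setting called it. The paper calls VIM upregulated in 5-3. Its log2 fold change was 0.32, under the cut-off, and it was called without HN-6 replicate 2 (0.52). In one sentence of the results the paper lists CDH1 with the genes activated by SMYD3, and CDH1 rose by 1.44 on the log2 scale when SMYD3 was lost. ANAPC11, which the paper's Supplementary Table 5A gives as not altered, was called lower here at -0.38. It is the 1 gene of the table with another call, and 9 downregulated genes there, the paper's number, were given by DESeq2 with and without ashr, DESeq2's size factors in edgeR, no filter, glmTreat, the replicate block and the fits without HN-6 replicate 3 or without 5-3 replicate 2. The fit without mitochondrial genes, chosen after the values were seen, also gave 9.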

Other observations

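The tests of mean expression, silent genes, length and GC content, depth and mitochondrial genes in this part were chosen after the result was seen, as were the counts of other splits of the libraries.

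Log2 fold changes rose with mean expression. Their Spearman correlation across genes was 0.420, and genes are not independent replicates. The median log2 fold change was -1.03 for genes with a mean log2 CPM under -1 and 0.48 for genes between 7 and 8. Upregulated genes were 19.9% of the genes called in the former and 82.8% in the latter. Within a line, pairs of replicates gave Spearman correlations between -0.149 and 0.160. Genomic DNA in the HN-6 libraries would add reads to silent genes as to weakly expressed ones. The excess of reads per kb over silent genes in HN-6 was 3.37% of that over weakly expressed genes, which argues against it. A larger share of non-coding RNA in HN-6 would remove the trend from protein-coding genes, which still had a correlation of 0.359. Depth would remove it from libraries downsampled to the smallest total, where the correlation was 0.417. After correction for transcript length and GC content, for the 85.8% of tested genes with a GC value, it was 0.316, down from 0.374. These values argue against each of these as the whole reason. The lower values of weakly expressed genes in 5-3 also show as 15809 to 15863 genes with at least 10 counts per downsampled 5-3 library against 17492 to 17693 in HN-6, which restates the trend and does not explain it. The reason stays open, and RNA quality and growth state at harvest were not tested.

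Mitochondrial genes held 13.95% ± 0.378 (SD, n = 3) of counts in HN-6 and 5.81% ± 0.091 (SD, n = 3) in 5-3. All 13 protein-coding mitochondrial genes were downregulated, with a median log2 fold change of -1.02, which argues against a change in a few transcripts. Nuclear genes as abundant had a median of 0.30, which argues against mean expression as the reason. A lower mitochondrial content or activity in 5-3 is a hypothesis, and cell death or lysis at harvest was not tested.

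The paper cites earlier work in which loss of SMYD3 raised interferon response and antigen presentation genes. In these libraries of 5-3, without added interferon, the interferon list fell, with 27 genes downregulated and 5 upregulated of 40 and a median log2 fold change of -0.88. The antigen presentation list had 12 genes downregulated and 2 upregulated of 21, with a median of -0.50. Both lay at percentile 0 among random lists matched on mean expression, which argues against mean expression as the reason. Limma's camera gave adjusted p = 3.30e-06 for the interferon list (over the alternatives from 4.98e-09 to 0.212) and adjusted p = 0.0213 for the antigen presentation list (from 4.56e-05 to 0.448). UHRF1, which that work describes as activated by SMYD3, rose by 0.85 on the log2 scale (standard error 0.0904, adjusted p = 5.12e-08 from edgeR's quasi-likelihood test). DNMT1, whose exons overlap those of S1PR2, rose by 0.99. Clonal differences between 5-3 and its parental population remain open.

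The other lists were set against matched random lists in the same way. The cell cycle list lay at percentile 100 and the EMT list at percentile 99.6. The G2/M list, with 30 genes upregulated and 3 downregulated of 54 and a median of 0.46 (adjusted p = 9.35e-05 from limma's camera, from 4.70e-09 to 0.422 over the alternatives), lay at percentile 72.9. Its rise is therefore no larger than its high expression would give, and mean expression may account for it.

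Of the 10 splits of the 6 libraries into groups of 3, 1 split, the real one, gave as many called genes, and the same held for Supplementary Table 5A (1 of 10) and for Supplementary Table 5B (1 of 10). The other 9 splits gave 0 called genes and from 5 to 31 genes with an unadjusted p under 0.05. Each of these splits puts both lines in each group, so the difference between the lines adds to the spread within groups. Few calls were therefore bound to result, and the shares of 1 of 10 for called genes do not test for chance. A camera p as small was given by 3 of the 10 splits for the cell cycle list, by 4 of the 10 for the G2/M list and by 3 of the 10 for the antigen presentation list. For the EMT list and the interferon list it was 1 of the 10 splits each. A design of 3 against 3 cannot give a share under 10%. For the gene lists, the other splits set unequal mixes of both lines against each other, which keeps part of the difference between the lines.

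Further genes that the paper measured by qPCR or takes from other work were read from the same libraries. CDC16 (-0.77), FOXO4 (-0.82), NDC80 (-0.61), LRP1 (-1.76), WIPF1 (-2.32), GJA1 (-2.05), SPOCK1 (-0.97), SPP1 (-2.03), HTRA1 (-3.29) and LAMA2 (-0.96) were called lower in 5-3. FBLN5 was at least 11.6-fold lower. SUGT1 (-0.32) and IGFBP4 (-0.23) were below the cut-off on the fold change. CDKN2A (0.67), BIRC3 (1.44), EMP1 (1.77), CCNE1 (1.74), FN1 (1.47) and CCND1 (1.95) were called higher. Exons of LRP1, WIPF1, HTRA1, LAMA2, CDKN2A and CCND1 overlap genes on the opposite strand. GAPDH, the reference of the paper's qPCR, had a log2 fold change of -0.31 (standard error 0.0695, adjusted p = 4.39e-04 from edgeR's quasi-likelihood test).

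Beside SERPINB2, the largest rises among genes with a mean log2 CPM over 1 and no overlap between the lines were IL24 (5.28), with exons that overlap FCMR on the opposite strand, and CTSE (5.02). The largest falls were KCTD12, at least 134-fold lower with 0 counts in each 5-3 library, CP, at least 271-fold lower, and LINC00392, at least 40.8-fold lower. Exons of CP overlap HPS3 and those of LINC00392 overlap LINC00393, each on the opposite strand. KCTD12 and LINC00392 both lie on chromosome 13. No explanation was tested for these genes.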
